# Muscle fiber type-dependence effect of exercise on genomic networks in aged mice models

**DOI:** 10.18632/aging.204024

**Published:** 2022-04-19

**Authors:** Sun Min Lee, Min Chul Lee, Woo Ri Bae, Kyung Jin Yoon, Hyo Youl Moon

**Keywords:** muscle fiber type, exercise, aging, apoptosis, myogenesis

## Abstract

Skeletal muscles are made up of various muscle fiber type including slow and fast-twitch fibers. Because each muscle fiber has its own physiological characteristics, the effects of aging and exercise vary depending on the type of muscle fiber. We used bioinformatics screening techniques such as differentially expressed gene analysis, gene ontology analysis and gene set enrichment analysis, to try to understand the genetic differences between muscle fiber types. The experiment and gene expression profiling in this study used the soleus (SOL, slow-twitch muscle) and gastrocnemius (GAS, fast-twitch muscle). According to our findings, fatty acid metabolism is significantly up-regulated in SOL compared to GAS, whereas the glucose metabolism pathway is significantly down-regulated in SOL compared to GAS.

Furthermore, apoptosis and myogenesis patterns differ between SOL and GAS. SOL did not show differences in apoptosis due to the aging effect, but apoptosis in GAS was significantly up-regulated with age. Apoptosis in GAS of old groups is significantly reduced after 4 weeks of aerobic exercise, but no such finding was found in SOL. In terms of myogenesis, exercise intervention up-regulated this process in GAS of old groups but not in SOL. Taken together, muscle fiber type significantly interacts with aging and exercise. Despite the importance of the interaction between these factors, large-scale gene expression data has rarely been studied. We hope to contribute to a better understanding of the relationship between muscle fiber type, aging and exercise at the molecular level.

## INTRODUCTION

Type I (slow-twitch) and type II (fast-twitch) muscle fibers make up the mammalian skeletal muscle, which is a very heterogeneous tissue [1]. Different factors, such as aging, exercise, and diseases, affect type I and type II fiber differently. Previous studies have shown that aging has a different impact depending on the muscle fiber type composition. Type II fibers significantly decreased with age, whereas type I fibers were unaffected [2–4]. Furthermore, glycolysis and glycogen metabolism were also up-regulated in type I fibers as they aged, whereas they were down-regulated in type II fibers [2]. As a result, the interaction between aging and muscle fiber type is important in terms of muscle atrophy and metabolism, though the exact cellular mechanism is still unknown.

One of the most effective strategies for rejuvenation, cognitive function, and disease prevention, such as metabolic syndrome, is exercise [5–7]. Exercise has different effects depending on muscle fiber type, in addition to aging. Acute exercise significantly increased the expression of lipolytic complex genes (*ATGL, CGI-58, G0S2*) in the soleus (SOL) and red section of the gastrocnemius (GAS), whereas it decreased the expression of lipolytic complex genes (*ATGL, CGI-58, G0S2*) in the white section of the gastrocnemius (GAS) [8]. The effect of exercise on muscle hypertrophy varies depending on the muscle fiber type. Resistance training improves the muscle *mass*-to-body ratio in fast-twitch muscles but not in slow-twitch muscles [9]. Moreover, exercise causes changes in the composition of muscle fiber types. Type IIA fibers were found to be increased in previous studies, while type I fibers remained unchanged or decreased [10–12]. Endurance training, on the other hand, can cause a shift toward type I fibers [13, 14]. To summarize, exercise has a close relationship with muscle fiber type, as evidenced by numerous studies, and the relationship between exercise and muscle fiber type should be investigated to better understand the numerous benefits of exercise.

Among skeletal muscles, SOL and GAS have a different muscle fiber type composition than the rest of the skeletal muscles. In mouse SOL contains a high percentage of slow twitch fibers (type I 37.42 ± 8.20%, IIA 38.62 ± 6.81%, IIAD 18.74 ± 6.95% and IID 5.69 ± 3.09%), whereas GAS is primarily made up of fast twitch fibers (type IIB 54.42 ± 8.11%, IIDB 19.37 ± 2.98%, IID 2.26 ± 2.24%, IIAD 12.40 ± 2.34%, IIA 5.73 ± 3.24% and I 5.74 ± 2.55%) [15]. Because SOL and GAS have remarkably different muscle fiber type composition, SOL and GAS exhibit different patterns with aging. In rats, SOL was not significantly changed in muscle weights by aging, while GAS was decreased [16]. In humans, SOL thickness did not differ in older vs. younger groups, but GAS atrophied in older vs. younger groups [17]. SOL has the characteristics of a slow-twitch muscle, whereas GAS has the characteristics of a fast-twitch muscle, due to the fact that fast-twitch fiber tends to atrophy more with age than slow-twitch fiber.

In addition to the effect of aging, exercise has different effects on SOL and GAS. SOL has more DEGs induced by exercise than GAS in terms of number. The stress-response gene activating transcription factor 3 (*Atf3*) [18], was only up-regulated in SOL and not in GAS [19]. Although strenuous exercise causes an increase in apoptosis in both SOL and GAS, the patterns of apoptosis are different (intrinsic vs. extrinsic pathway) [20]. Furthermore, the effects of exercise on brain-derived neurotrophic factor (BDNF, known to promote neuron survival) and sequestosome 1 (SQSTM1, a receptor that accumulates when autophagy is inhibited) differ between SOL and GAS [21]. Short-term exercise increased *BDNF* expression in SOL but not in GAS (for 5 days). *SQSTM1* gene expression was increased in SOL, but not in GAS, despite chronic exercise (for 8 weeks) [22]. In summary, exercise has a different effect on between SOL and GAS at the molecular level.

Taken together, muscle fiber type, aging and exercise relevantly interact with each other. Because the effects of aging and exercise differ significantly depending on muscle fiber type, and muscle fiber type composition is linked to diseases such as obesity, diabetes, and cancer [23–26], it’s critical to look into the interaction between muscle fiber type and various factors. Despite these requirements, large-scale gene expression data has rarely been examined in terms of the effects of aging and exercise on different muscle fiber types. As a result, we used bioinformatics tools to perform systematic gene expression profiling in an attempt to elucidate the genetic relationship between muscle fiber type, aging, and exercise.

## RESULTS

### Principal component analysis (PCA) plots and heatmaps

To understand the expression profiles of the identified genes, PCA plots and heatmaps are presented. 

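The soleus is a slow-twitch muscle of the calf and the gastrocnemius, next to it, is mostly fast-twitch. RNA of both muscles was sequenced from young control mice (YC), young mice that ran on a treadmill (YE), old control mice (OC) and old mice that ran (OE). There were 3 libraries per muscle and group, 24 in all, from mice labelled as 9 or 84 weeks old, and the exercised mice ran for 4 weeks. The labels give the SOL and the GAS library of a group the same numbers. The authors gave FPKM per gene, added 1, took log2 and quantile normalized all libraries together, and the resulting table covers 18795 genes. It holds no read counts, so the depth of a library is unknown and no counting interval can be given. A few genes took more of the FPKM in GAS than in SOL. The 10 genes with the largest FPKM held 16.1% to 19.4% of the total in the SOL libraries and 31.7% to 38.3% in the GAS libraries. Principal components were computed from the normalized values of all genes, centred and not scaled. The dendrogram was made by complete linkage of Euclidean distances over 1233 genes with a median of at least 5 and an SD above the first quartile of those genes.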

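The genes of slow and fast fibers separated the muscles. Myh7 (gene ID 140781) encodes the slow myosin heavy chain and lies on chromosome 14 from 54970684 to 54994626 of GRCm38.p6. In young controls it was at 2627 ± 392 FPKM in SOL and 39.8 ± 63.7 FPKM in GAS (SD, n = 3). Its log2 fold change of SOL YC/GAS YC was 7.85 (standard error 1.15, adjusted p = 2.45e-05) from limma. Myh4 (gene ID 17884) encodes the fastest myosin heavy chain and lies on chromosome 11 from 67237812 to 67260447. It was at 90.9 ± 129 FPKM in SOL YC and 12977 ± 2243 FPKM in GAS YC (SD, n = 3), a log2 fold change of -7.42 (standard error 0.99, adjusted p = 8.33e-06). A list of 12 slow contractile genes averaged a log2 fold change of 5.76 in SOL YC/GAS YC and 4.09 in SOL OC/GAS OC. A list of 13 fast contractile genes averaged -2.47 and -2.77 in these comparisons. Both lists were written before the files were seen. Cutting the dendrogram into 2 clusters put the 12 SOL libraries in the first and the 12 GAS libraries in the second. The slow genes were uneven within GAS YC, where Myh7 was at 0.635 FPKM in replicate 2 and 113 FPKM in replicate 3.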

SOL and GAS were divided into two clusters, as illustrated by the dendrogram (Figure 1A). DEGs were mostly obtained in the comparison between types of muscle fibers (SOL vs. GAS) (Figure 1A and Supplementary Tables 1, 2). 

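Many more genes differed between the muscles than with age or exercise. At an adjusted p under 0.05 from limma, 7198 of 18795 genes differed between SOL YC and GAS YC, 3557 of them higher in SOL and 3641 higher in GAS. Between SOL OC and GAS OC 7026 genes differed, with 3677 higher in SOL and 3349 higher in GAS. Within a muscle, SOL OC/YC had 820 genes, GAS OC/YC had 8 genes, and no exercise comparison had more than 3. With the equal-variance test 4784 genes differed between SOL YC and GAS YC, and SOL OC/YC had 1 gene, GAS OC/YC 1 gene and SOL OE/OC 3 genes. The muscle explained 67.9% of the variance of the normalized values over all genes, age 5.12% and exercise 1.71%. From the number of DEGs in each comparison, the paper states that most came from the comparison between types of muscle fibers (Fig. 1A).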

PCA plots also indicated that two clusters (SOL vs. GAS) were clearly separated by principal component 1 (PC1, 69.2%) (Figure 1B). 

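PC1 held 69.2% of the variance and set every SOL library apart from every GAS library. The genes with the largest weights on the GAS side were Myh4, Actn3, which encodes the alpha-actinin of fast fibers, and Pvalb, which encodes a calcium buffer of fast fibers. On the SOL side they were Myh7, Tpm3, which encodes the slow tropomyosin, and Tnnc1, which encodes the slow troponin C. The 12 SOL libraries had PC1 scores from 30.3 to 43.2, with a mean of 36.1 ± 3.04 (SD). The 12 GAS libraries had scores from -48.4 to -28.7, with a mean of -36.1 ± 6.68 (SD). The gap between the muscles was therefore larger than the spread within either of them.

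**Figure D1:**
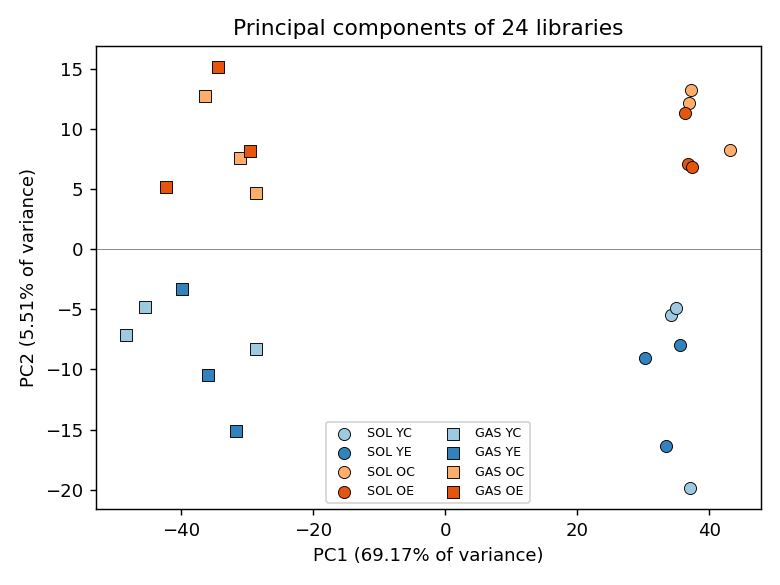
Scores of the 24 libraries on PC1 and PC2, with the share of variance on each axis; each point is 1 library, with colour for the group and shape for the muscle. The SOL libraries sit at PC1 scores of 30.3 and above and the GAS libraries at -28.7 and below.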

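The genes with the largest weights on the young side of PC2 include Fasn, which encodes fatty acid synthase, Retn and Cfd, which encode proteins secreted by adipocytes, Scd1, which encodes a fatty acid desaturase, and Col1a1, which encodes a chain of type I collagen. The 3 libraries with the lowest PC2 scores, SOL YC replicate 2 (-19.9), SOL YE replicate 1 (-16.3) and GAS YE replicate 2 (-15.1), had means of 5.17, 4.97 and 4.48 in the adipocyte list, the highest of their muscle, and GAS OE replicate 3, with the highest score (15.2), had the lowest mean (2.40). On the old side of PC2, Sap18b had the largest weight (0.0682). Rasd2, which encodes a small GTPase, and Cyfip2, which encodes a regulator of actin assembly, followed. Ostn, which encodes a hormone secreted by muscle, was also there. Atp6v0c weighed on the old side (0.0526) and Atp6v0c-ps2 on the young side (-0.0793). How reads were divided between these last genes was not tested. Sap18b, Atp6v0c and Atp6v0c-ps2 were picked out after their values were seen. PC2 held 5.51% of the variance. With the SOL and GAS libraries of a number averaged and taken as 1 mouse, the PC2 score was 9.38 ± 2.86 in old mice and -9.38 ± 4.02 in young mice (SD, n = 6 mice each; two-sided exact permutation test over 924 splits, p = 0.00216). Within SOL the scores of old mice ran from 6.88 to 13.3 and those of young mice from -19.9 to -4.85. Within GAS they ran from 4.68 to 15.2 in old mice and from -15.1 to -3.29 in young mice.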

Considerable separation between the young and old groups was achieved by principal component 2 (PC2, 5.5%) (Figure 1C).

**Figure 1:**
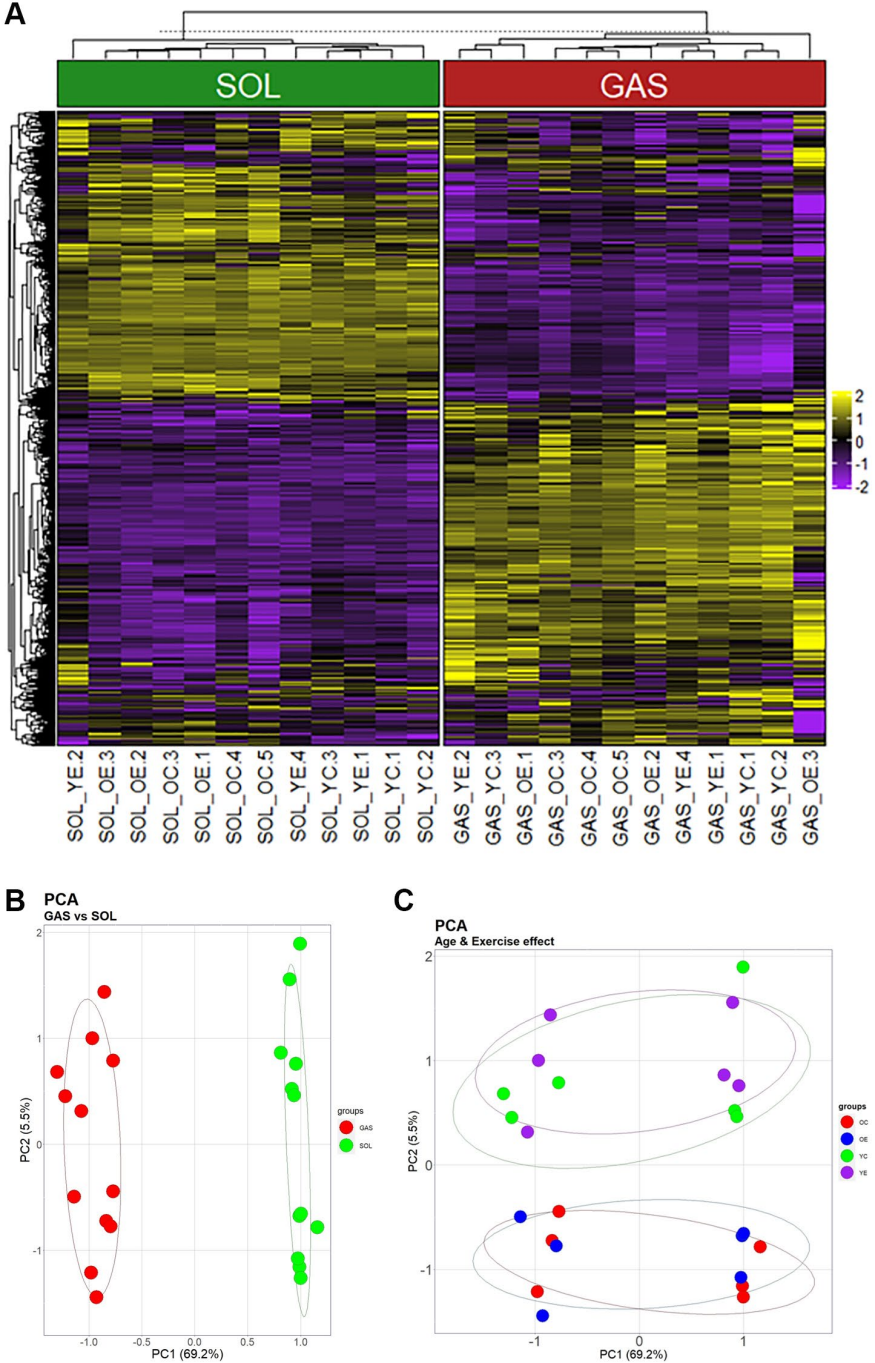
**Heatmap and PCA showing the effects of muscle fiber type, aging, and exercise on gene expression.** (**A**) Heatmap using the 1268 genes that passed screening. (i) Values for genes with median value of <5 and (ii) SD of bottom 25% were excluded. Yellow indicates high expression, and blue indicates low expression. (**B**) and (**C**) are the same plot, but they were clustered by another PC. (**B**) Clusters separated by PC1 (69.2% of total variance) (**C**) Groups divided by PC2 (5.5% of total variance).

### Identification of DEGs between YC vs. OC in SOL and GAS and commonly expressed DEGs

To investigate the effect of aging on SOL and GAS, DEG analysis was performed. 

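Aging was tested within each muscle by comparing 3 old control mice with 3 young control mice, 84 and 9 weeks old by the labels. For each gene the log2 fold change of OC/YC is the difference between the group means of the log2 normalized values. It was tested with limma, with an intensity trend, in a fit of all 12 libraries of the muscle, two-sided, and p was adjusted by Benjamini-Hochberg over 18795 genes. Genes past the thresholds of the paper (unadjusted p under 0.05 and a fold change over 1.5) were counted from the same fit and are called DEGs here. A fit of all 24 libraries tested whether the age effect in SOL differed from that in GAS. An exact permutation test of 3 mice against 3 cannot go below p = 0.1, so none is given per gene. On simulated data with 200 changed genes, the test of SOL OC/YC recovered 95.5% of the genes changed 2-fold and that of GAS OC/YC 77.6%. For genes changed 1.5-fold these shares were 76.1% and 56.7%. The simulated genes varied independently, and genes with low mean values were never among those changed. Recovery in the real libraries may therefore be lower.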

DEGs were determined following >1.5-fold change in random expectation (*p* < 0.05). A total of 286 DEGs were obtained with aging in both SOL and GAS, including 196 DEGs in SOL OC/YC and 119 DEGs in GAS OC/YC (Supplementary Table 1). 

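At an adjusted p under 0.05 from limma, 820 genes passed with age in SOL OC/YC and 8 genes in GAS OC/YC. At the thresholds of the paper there were 264 DEGs in SOL OC/YC and 200 in GAS OC/YC, and 422 genes were a DEG in at least 1 muscle. With a pseudocount of 0.1 there were 982 and 642 DEGs. At an unadjusted p under 0.05 alone, 3910 genes passed in SOL and 1981 in GAS, where 940 of 18795 would pass by chance. The age effect itself differed between the muscles for 45 genes at an adjusted p under 0.05, 31 with the higher value in SOL and 14 with the higher value in GAS. Of these 45 genes 38 had a mean log2 value under 1 over all libraries. Kcnj3, which encodes a potassium channel, had a difference between the age effects of 0.75 (standard error 0.11, adjusted p = 0.00433), SOL minus GAS on the log2 scale. For Amph, which encodes a protein that bends membranes in endocytosis, it was 1.15 (adjusted p = 0.00536). For Cpn1, which encodes a carboxypeptidase, it was -0.77 (adjusted p = 2.46e-05). With the equal-variance test 1 gene passed in each muscle, with only the libraries compared 8 in SOL and 4 in GAS, and with the unequal-variance test, chosen after the values were seen, none in either, while 6 old against 6 young mice gave 2247 and 384. The count of 820 in SOL OC/YC became 477 without YC replicate 1, 292 without YC replicate 2 and 328, 389 and 374 without OC replicates 3, 4 and 5. The count of 8 in GAS OC/YC became 18 with a pseudocount of 0.1 or the filter on low FPKM, 26 without quantile normalization, 20 and 30 without YC replicates 2 and 3, 20, 14 and 13 without OC replicates 3, 4 and 5, and 55 without OE replicate 3, which serves only the estimate of the spread, while the DEGs became 405 without YC replicate 3. The 45 genes became 16 with the equal-variance test, 22 with a pseudocount of 0.1, 14 with the filter on low FPKM, 28 and 27 without SOL YC replicates 1 and 2, 25 and 26 without GAS YC replicates 1 and 2, 136 without GAS YC replicate 3, and 27, 26 and 27 without GAS OC replicates 3, 4 and 5.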

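In SOL, 543 genes rose and 277 fell with age at an adjusted p under 0.05 from limma. Cyfip2 (gene ID 76884, chromosome 11 from 46193849 to 46312859 of GRCm38.p6) encodes a regulator of actin assembly. It was at 44.5 ± 4.29 FPKM in SOL OC and 18.7 ± 3.16 FPKM in SOL YC (SD, n = 3), a log2 fold change of 1.28 (standard error 0.16, adjusted p = 0.00728). Kcnj3 (gene ID 16519) was at 1.36 ± 0.192 and 0.0511 ± 0.0278 FPKM (SD, n = 3), a log2 fold change of 1.11 (standard error 0.06, adjusted p = 0.000262). Amph rose by 1.25 on the log2 scale (adjusted p = 0.00345) and Cds1, an enzyme of phospholipid synthesis, by 1.23 (adjusted p = 0.00498). Rasd2 and Prkcz, which encode a small GTPase and an atypical protein kinase C, rose by 1.14 and 1.03. Gnal, which encodes a G protein subunit, rose by 1.04, Ttc25, a gene of cilia, by 1.01 and Nqo1, an enzyme that detoxifies quinones, by 0.97. Tfrc (gene ID 22042, chromosome 16 from 32608896 to 32632794) encodes the receptor that takes up iron bound to transferrin. It fell from 74.0 ± 13.0 FPKM in SOL YC to 15.5 ± 1.26 FPKM in SOL OC (SD, n = 3), a log2 fold change of -2.23 (standard error 0.19, adjusted p = 0.00205). Cilp2, a cartilage matrix gene, had a log2 fold change of -1.68 and Sparc, which encodes a collagen-binding protein, one of -1.39. Of the 820 genes, 193 had a mean log2 value under 1. Of the 264 DEGs, 106 were upregulated and 158 downregulated. With 1 library left out, the call of Cilp2 was lost in all cases but YC replicate 3 (adjusted p = 0.0787 to 0.128), and that of Sparc without OC replicates 3 or 5 or YC replicate 2 (0.0761, 0.0634 and 0.0612).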

Of the 196 DEGs in SOL OC/YC, 90 genes were upregulated, and 106 were downregulated (Supplementary Table 1). However, among 119 DEGs in GAS OC/YC, 71 genes were upregulated, and 48 were downregulated (Supplementary Table 1). 

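In GAS, 6 genes rose and 2 fell at an adjusted p under 0.05. Kcnab1 (gene ID 16497, chromosome 3 from 64949212 to 65378225 of GRCm38.p6) encodes a beta subunit of voltage-gated potassium channels. It was at 5.69 ± 1.28 FPKM in GAS OC and 1.16 ± 0.299 FPKM in GAS YC (SD, n = 3), a log2 fold change of 1.52 (standard error 0.19, adjusted p = 0.0447). Cpne2, which encodes a calcium-dependent membrane-binding protein, had a log2 fold change of 1.51 (standard error 0.17, adjusted p = 0.0278) and Cpn1 one of 0.83 (standard error 0.06, adjusted p = 0.00223). Dkk3, which encodes a secreted protein related to Wnt inhibitors, rose by 1.35 (adjusted p = 0.0447), and Tnfrsf23, which encodes a decoy receptor of the TNF family, by 0.75 (adjusted p = 0.0278). Dhrs7c (gene ID 68460, chromosome 11 from 67798271 to 67816002) encodes a dehydrogenase of the sarcoplasmic reticulum. It fell from 185 ± 8.83 FPKM to 116 ± 5.06 FPKM (SD, n = 3), a log2 fold change of -0.78 (standard error 0.07, adjusted p = 0.0119). Of the 200 DEGs in GAS, 134 were upregulated and 66 downregulated. The other gene that fell, Gm13242, and the last one that rose, Ppp1r36, had means close to 0 FPKM, and Gm13242 was picked out after its values were seen. Calls were lost without YC replicate 1 for Kcnab1 (adjusted p = 0.0824), Cpne2 (0.0824), Dkk3 (0.135) and Tnfrsf23 (0.0668), without YC replicate 3 for Dkk3 (0.0564), without OC replicate 3 for Kcnab1 (0.0961), without OC replicate 4 for Dkk3 (0.0711) and Tnfrsf23 (0.0737), and without OC replicate 5 for Kcnab1 (0.0984), Cpne2 (0.0704) and Tnfrsf23 (0.0704).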

For each of SOL and GAS, the 30 DEGs with the largest absolute value of fold change are plotted (Figure 2A, 2B).

**Figure 2:**
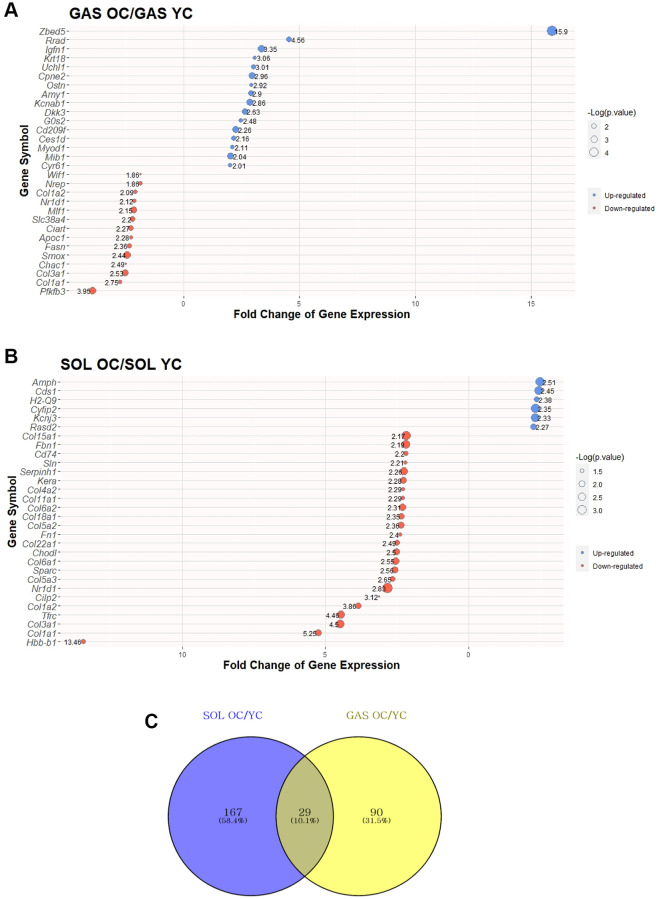
**Top 30 DEGs between “YC vs. OC” in SOL and GAS and Venn diagram to find commonly expressed DEGs.** The point sizes of (**A**) and (**B**) represent ‒log_10_ (*p*-value). For (**A**) and (**B**), blue points indicate upregulated genes, and red points indicate downregulated genes. (**A**) Top 30 DEGs in GAS OC/YC. (**B**) Top 30 DEGs in SOL OC/YC. (**C**) Venn diagram of DEGs between YC and OC in SOL and GAS. For commonly expressed genes, detailed fold changes and *p*-values are shown in the Table 1.

To determine how many of the genes were changed owing to aging in both SOL and GAS, we identified 29 commonly expressed DEGs (Figure 2C and Table 1). 

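There were 42 genes that were a DEG with age in both muscles. Of these, 17 were upregulated in both muscles, where independent lists of these sizes would share 0.756 genes. Another 22 were downregulated in both, where 0.555 would be shared. Both muscles came from the same mice, so the lists are not independent and these values may be too low. They also count all 18795 genes, those close to 0 FPKM included. The upregulated genes include Il15, which encodes a cytokine made by muscle, Gadd45a, a gene of the response to damaged DNA, Myh3, which encodes the embryonic myosin heavy chain, and Ostn. The downregulated genes include Aplnr, which encodes the apelin receptor, Meg3, a long noncoding RNA, and Loxl2, which encodes an enzyme that cross-links collagen. No gene is shared at an adjusted p under 0.05 from limma in both muscles.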

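In 3 of the 42 shared DEGs the direction differed, with lower values in SOL OC than in SOL YC and higher values in GAS OC than in GAS YC. Independent lists of these sizes would share 1.13 such genes. Cilp, a matrix gene of cartilage, was at 28.1 ± 5.90 FPKM in SOL OC and 56.2 ± 21.8 FPKM in SOL YC (SD, n = 3), and at 22.2 ± 3.97 and 13.0 ± 5.69 FPKM in GAS OC and GAS YC (SD, n = 3). Hbb-b1, a beta-globin gene, was another. The last was Tyrobp, which encodes a signalling adaptor of macrophages and other myeloid cells. A list of 20 macrophage and MHC class II genes, written before the files were seen, averaged a log2 fold change of -0.48 in SOL OC/YC (camera of limma, adjusted p = 2.34e-05; adjusted p = 0.821 with an estimated correlation). In GAS OC/YC it averaged 0.45 (adjusted p = 6.31e-11; adjusted p = 0.413 with an estimated correlation), and all 20 genes had a value above 0. The difference between the muscles averaged -0.93 (adjusted p = 9.53e-19; adjusted p = 0.119 with an estimated correlation). It passed for no gene of the list over all genes by limma, for 17 at an unadjusted p under 0.05 and for 17 when adjusted over the list alone. With 6 old against 6 young mice the list averaged -0.22 in SOL.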

Of the 29 common DEGs, only cluster of differentiation 74 (*Cd74*) and TYRO protein tyrosine kinase-binding protein (*Tyrobp*) exhibited a different pattern between SOL and GAS (Table 1). For *Cd74* and *Tyrobp*, the fold change of OC/YC showed downregulation in SOL, whereas it showed upregulation in GAS (downregulation in SOL OC/YC and upregulation in GAS OC/YC) (Table 1). 

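Cd74 (gene ID 16149, chromosome 18 from 60803849 to 60812652 of GRCm38.p6) encodes the invariant chain that guides MHC class II molecules. It was at 14.3 ± 4.04 FPKM in SOL OC and 32.4 ± 3.43 FPKM in SOL YC (SD, n = 3), a log2 fold change of -1.19 (standard error 0.34, adjusted p = 0.0861) from limma. In GAS OC it was at 50.5 ± 2.35 FPKM and in GAS YC at 31.6 ± 5.52 FPKM (SD, n = 3), a log2 fold change of 0.56 (standard error 0.29, adjusted p = 0.572). Tyrobp (gene ID 22177, chromosome 7 from 30413782 to 30417582) was at 2.05 ± 0.695 FPKM in SOL OC and 4.55 ± 0.772 FPKM in SOL YC (SD, n = 3), and its log2 fold change was -0.79 (standard error 0.27, adjusted p = 0.140). Its values in GAS OC and GAS YC were 7.68 ± 0.584 and 4.22 ± 1.05 FPKM (SD, n = 3), a log2 fold change of 0.62 (standard error 0.22, adjusted p = 0.353). For each gene and muscle the old and young mice did not overlap, which 10% of unchanged genes would show by chance. None of these values passed at an adjusted p under 0.05. The difference between the age effects, SOL minus GAS, was -1.75 for Cd74 (standard error 0.46, adjusted p = 0.177) and -1.42 for Tyrobp (standard error 0.36, adjusted p = 0.162). From the opposite fold changes, the paper states that these genes had a different pattern in SOL and GAS (Table 1).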

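The 29 genes of Table 1 include 9 collagen genes, Eln, which encodes elastin, the clock genes Dbp and Nr1d1, and Tfrc, which encodes a receptor that takes up iron. In the deposited values 7 of them were higher in old mice in both muscles, 20 were lower in both and 2 went in opposite directions. At an adjusted p under 0.05 from limma, 23 of the 29 passed in SOL, 6 of them with a rise and 17 with a fall. In GAS none passed, and 27 had an unadjusted p under 0.05. The size of the log2 fold change was larger in SOL than in GAS for 23 of the 29 genes. The age effect differed between the muscles for none of them at an adjusted p under 0.05, and for 6 at an unadjusted p under 0.05.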

Excluding *Cd74* and *Tyrobp*, 27 of 29 overlapped DEGs showed similar patterns between SOL and GAS (Table 1). 

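Amy1, Myh14 and Htatip2 rose with age in SOL. Amy1 (gene ID 11722, chromosome 3 from 113555952 to 113577750 of GRCm38.p6) encodes an amylase, an enzyme that cuts starch and glycogen. It was at 54.8 ± 7.10 FPKM in SOL OC and 28.8 ± 3.59 FPKM in SOL YC (SD, n = 3), a log2 fold change of 0.95 (standard error 0.12, adjusted p = 0.00728). In GAS its log2 fold change of 1.48 (adjusted p = 0.122) did not pass. Myh14, a nonmuscle myosin gene, rose in SOL by 0.69 (adjusted p = 0.00402). Htatip2, a gene that promotes cell death, rose by 0.65 (adjusted p = 0.0151). Their log2 fold changes in GAS were 0.64 and 0.57, and neither passed. Cd209f, a lectin gene of macrophages, had 0.56 (adjusted p = 0.124) in SOL and 1.18 (adjusted p = 0.306) in GAS and passed in neither muscle. Without YC replicate 3 Myh14 passed in GAS (adjusted p = 0.0365), and without OE replicate 3, used only for the spread, Myh14 (0.0489) and Htatip2 (0.0478) did.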

For seven common DEGs, the fold change of OC/YC exhibited upregulation in both SOL and GAS (upregulated in both SOL OC/YC and GAS OC/YC) (Table 1). In contrast, for 20 of 29 common DEGs, the fold change of OC/YC displayed downregulation in both SOL and GAS (downregulation in both SOL OC/YC and GAS OC/YC) (Table 1).

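Of the 20 genes of Table 1 that were lower with age in both muscles, Eln, which encodes elastin, fell in SOL by 1.14 on the log2 scale (adjusted p = 0.00498) and had -0.72 (adjusted p = 0.0587) in GAS. Creb3l1, which encodes a transcription factor of collagen-secreting cells, had -0.63 (adjusted p = 0.00728) in SOL and -0.63 (adjusted p = 0.149) in GAS. Itm2a, a gene of muscle differentiation, had -0.84 (adjusted p = 0.0130) in SOL and -0.80 (adjusted p = 0.149) in GAS, and Tfrc had -0.85 (adjusted p = 0.455) in GAS. The log2 fold change was further below 0 in SOL for 17 of the 20 genes. The noncoding RNA genes Meg3 and Rian, which lie in the same imprinted region, had log2 fold changes of -1.03 (adjusted p = 0.0118) and -0.57 (adjusted p = 0.0317) in SOL. The call of Rian was lost without any 1 of the 6 libraries (adjusted p = 0.0557 to 0.104), and Eln passed in GAS without OE replicate 3 (adjusted p = 0.0478).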

**Table 1:** The commonly expressed DEGs for aging effect.

**Gene Symbol**	**SOL OC/SOL YC**	***p*.value**	**GAS OC/GAS YC**	***p*.value**
** Up-regulated in both (SOL and GAS)**				
*Amy1*	1.88	0.0042	2.90	0.0109
*Cd209f*	1.53	0.0113	2.26	0.0034
*Rhpn2*	1.67	0.0140	1.73	0.0103
*Cds1*	2.45	0.0023	1.64	0.0027
*Myh14*	1.59	0.0057	1.59	0.0045
*Cidea*	1.57	0.0006	1.51	0.0434
*Htatip2*	1.55	0.0359	1.51	0.0049
** Down-regulated in both (SOL and GAS)**				
*Creb3l1*	−1.59	0.0046	−1.52	0.0309
*Dbp*	−1.66	0.0101	−1.54	0.0094
*Col6a1*	−2.55	0.0071	−1.54	0.0317
*Loxl2*	−2.07	0.0184	−1.56	0.0048
*Meg3*	−2.03	0.0028	−1.58	0.0161
*Rian*	−1.53	0.0076	−1.62	0.0303
*Col5a1*	−2.03	0.0032	−1.65	0.0011
*Eln*	−2.13	0.0023	−1.68	0.0014
*S100a4*	−1.55	0.0422	−1.69	0.0267
*Aplnr*	−1.92	0.0077	−1.71	0.0026
				
*Col15a1*	−2.17	0.0013	−1.71	0.0109
*Col4a2*	−2.29	0.0371	−1.75	0.0000
*Itm2a*	−1.75	0.0031	−1.77	0.0314
*Col5a3*	−2.65	0.0165	−1.81	0.0021
*Col5a2*	−2.36	0.0101	−1.82	0.0063
*Tfrc*	−4.46	0.0038	−1.84	0.0013
*Col1a2*	−3.86	0.0152	−2.09	0.0231
*Nr1d1*	−2.83	0.0004	−2.12	0.0187
*Col3a1*	−4.50	0.0019	−2.53	0.0026
*Col1a1*	−5.25	0.0091	−2.75	0.0204

*Cd74* ^*^	−2.20	0.0253	1.50	0.0216
*Tyrobp* ^*^	−1.75	0.0348	1.56	0.0234

Genes with ^*^ are different pattern between SOL and GAS.

### Identification of DEGs between YC vs. YE in SOL and GAS and commonly expressed DEGs

To elucidate the effect of exercise on SOL and GAS in the young groups, DEG analysis was performed. 

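The effect of treadmill running in young mice was tested by comparing 3 YE with 3 YC libraries in each muscle, after 4 weeks of exercise by the labels. The log2 fold change of YE/YC and its limma test come from the fit of the 12 libraries of that muscle, as for age. A fit of all 24 libraries tested whether the effect of exercise differed between SOL and GAS. No mouse is in both groups. In both muscles the YE libraries are numbered 1, 2 and 4 and the YC libraries 1, 2 and 3.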

DEGs were identified following >1.5-fold change in random expectation (*p* < 0.05). A total of 42 DEGs were obtained as a result of exercise in young groups, including 31 DEGs in SOL YE/YC and 13 DEGs in GAS YE/YC (Table 2). 

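In young mice no gene in SOL and 3 genes in GAS differed between YE and YC at an adjusted p under 0.05 from limma. For GAS, 5 of the 10 splits of the 6 libraries into 3 and 3, the real one included, gave as many. At an unadjusted p under 0.05, 1704 genes passed in SOL YE/YC and 830 in GAS YE/YC, where 940 would pass by chance. There were 68 DEGs in SOL YE/YC and 39 in GAS YE/YC, and 99 genes were a DEG in at least 1 muscle. The effect of exercise differed between the muscles for no gene at an adjusted p under 0.05, and for 665 genes at an unadjusted p under 0.05. It differed for 1 gene with the mouse as a block and for 1 gene with the equal-variance test. Of the other ways to divide the 6 GAS libraries into 3 and 3, 1 gave 274 DEGs, so structure among these samples other than exercise can exceed the count of 39. In GAS YE/YC no gene passed with the number as a block, which gave 207 DEGs, or with the unequal-variance test, chosen after the values were seen. In SOL YE/YC 1 gene passed with the filter on low FPKM and 1 without quantile normalization. With the equal-variance test there were 33 DEGs in SOL YE/YC and 22 in GAS YE/YC, and with a pseudocount of 0.1 316 and 220. Without GAS YC replicate 3 or GAS YE replicate 4 there were 209 or 104 DEGs in GAS YE/YC, and without SOL YC replicates 2 or 3 there were 122 or 108 in SOL YE/YC. Leaving out any 1 of the 6 libraries gave 4 to 20 genes at an adjusted p under 0.05 in SOL YE/YC and 6 to 15 in GAS YE/YC, and leaving out any 1 of the 12 gave 0 to 5 for the difference between the muscles.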

Of the 31 DEGs in SOL YE/YC, 11 genes were upregulated, and 20 were downregulated, whereas among 13 DEGs in GAS YE/YC, seven genes were upregulated, and six were downregulated (Table 2). 

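Map2k6 (gene ID 26399, chromosome 11 from 110399102 to 110525522 of GRCm38.p6) encodes a kinase that activates p38. It rose in GAS from 10.2 ± 1.11 FPKM in YC to 16.4 ± 1.11 FPKM in YE (SD, n = 3), a log2 fold change of 0.56 (standard error 0.05, adjusted p = 0.0154). Hba-a2, an alpha-globin gene whose reads can fall on its copy Hba-a1, was at 0.155 ± 0.0256 FPKM in GAS YE and 67.9 ± 20.2 FPKM in GAS YC (SD, n = 3), a log2 fold change of -5.89 (standard error 0.45, adjusted p = 0.00348). The remaining gene, Gm13242, was close to 0 FPKM in all groups. In SOL no gene passed by limma, and 1704 had an unadjusted p under 0.05. Mid1ip1, which encodes a regulator of lipid synthesis, had a log2 fold change of 0.82 (adjusted p = 0.0895), Slc41a3, which encodes a magnesium transporter, one of -0.82 (adjusted p = 0.0895) and Plin5, which encodes a protein of lipid droplets, one of -0.80 (adjusted p = 0.10). Arntl, which encodes the activator BMAL1 of the clock, had one of -0.71 (adjusted p = 0.10) and Adig, a gene of adipocytes, one of 0.74 (adjusted p = 0.10). Of the 68 DEGs in SOL, 30 were upregulated and 38 downregulated. Of the 39 DEGs in GAS, 21 were upregulated and 18 downregulated. The list of collagen and matrix genes averaged a log2 fold change of -0.38 in SOL YE/YC (camera, adjusted p = 8.86e-13; adjusted p = 0.387 with an estimated correlation), with no gene past the test over all genes by limma, 17 at an unadjusted p under 0.05 and 5 lower when adjusted over the list alone. It averaged -0.21 without SOL YC replicate 2, which had the highest means among the SOL YC libraries of the lists of fibroblast and tendon (5.04) and adipocyte genes (5.17). The fibroblast and tendon list averaged -0.25 in SOL YE/YC (camera, adjusted p = 0.0297; adjusted p = 0.597 with an estimated correlation). A list of 36 interferon-induced genes averaged 0.30 in SOL YE/YC (adjusted p = 6.75e-05; adjusted p = 0.597 with an estimated correlation) and 0.36 in GAS YE/YC (adjusted p = 2.18e-12; adjusted p = 0.639 with an estimated correlation), and by limma no gene of it passed in either muscle, with 1 in SOL and 3 in GAS at an unadjusted p under 0.05. Of the YE libraries replicate 1 was highest in this list, with a mean of 2.98 in SOL (2.07 and 1.97 in the others, 2.01 to 2.09 in YC) and 2.87 in GAS (2.28 and 2.05 in the others, 1.88 to 2.20 in YC). Without YE replicate 1 the list averaged -0.0223 in SOL (camera, adjusted p = 0.259) and 0.122 in GAS (camera, adjusted p = 0.00388), and without YE replicate 4 0.48 in SOL. Map2k6 did not pass without GAS YC replicate 1 (adjusted p = 0.0611), and Slc41a3 passed in SOL without YC replicate 3 (adjusted p = 0.00192).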

For each of SOL and GAS, the 30 DEGs with largest absolute value of fold change are plotted (Figure 3A, 3B and Table 2).

**Table 2:** The commonly expressed DEGs for exercise effect in young groups.

**Gene Symbol**	**SOL YE/SOL YC**	***p*.value**	**GAS YE/GAS YC**	***p*.value**
** Up-regulated in both (SOL and GAS)**				
No corresponding gene				
** Down-regulated in both (SOL and GAS)**				
*Nr1d1*	−2.53	0.0254	−1.70	0.0149
				
*Pik3r1* ^*^	1.62	0.0358	−1.54	0.0473

Genes with ^*^ are different pattern between SOL and GAS.

**Figure 3:**
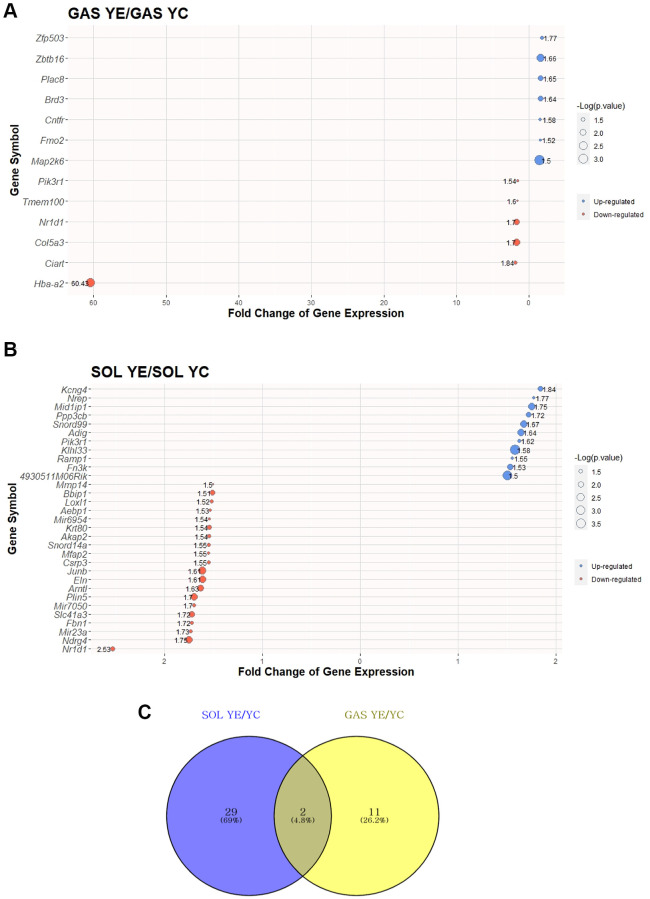
**Top 30 DEGs between “YC vs. YE” in SOL and GAS and Venn diagram to find commonly expressed DEGs.** The point sizes of (**A**) and (**B**) represent ‒log_10_ (*p*-value). For (**A**) and (**B**), blue points indicate upregulated genes, and red points indicate downregulated genes. (**A**) Top 30 DEGs in GAS YE/YC. (**B**) Top 30 DEGs in SOL YE/YC. (**C**) Venn diagram of DEGs between YC and YE in SOL and GAS. For commonly expressed genes, detailed fold changes and *p*-values are shown in the Table 2.

To identify how many of the genes were commonly changed owing to exercise in young groups between SOL and GAS, we checked for the overlapping DEGs in a Venn diagram. The number of DEGs commonly expressed was two (Figure 3C). 

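SOL YE/YC and GAS YE/YC shared 8 DEGs. Cdkn1a, which encodes a cell cycle inhibitor, Ciart, which encodes a repressor of the clock, Col5a3 and Nr1d1 were downregulated in both muscles, where 0.0364 genes would be shared by independent lists. Acly, which encodes an enzyme that makes acetyl-CoA for lipid synthesis, and Cntfr, which encodes a cytokine receptor, were upregulated in both, where 0.0335 would be shared. As both muscles came from the same mice, the lists are not independent and these values may be too low. Nmrk2, which encodes a kinase of NAD synthesis, was downregulated in SOL and upregulated in GAS, and Hba-a2 the reverse. None of these passed in SOL at an adjusted p under 0.05, and in GAS only Hba-a2 did.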

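Nr1d1 was lower in young mice that ran in both muscles. In SOL it was at 30.6 ± 10.1 FPKM in YE and 74.8 ± 6.24 FPKM in YC (SD, n = 3), a log2 fold change of -1.37 (standard error 0.24, adjusted p = 0.119) from limma. In GAS it was at 38.8 ± 6.63 and 63.9 ± 13.6 FPKM (SD, n = 3), a log2 fold change of -0.75 (standard error 0.19, adjusted p = 0.934). YE and YC did not overlap in SOL, and neither value passed at an adjusted p under 0.05. Ciart had log2 fold changes of -0.80 (adjusted p = 0.380) in SOL and -0.85 (adjusted p = 0.954) in GAS.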

Of the two common DEGs, nuclear receptor subfamily 1 group D member 1 (*Nr1d1*) exhibited a similar pattern between SOL and GAS, meaning the fold change of YE/YC showed downregulation in both SOL and GAS (downregulation in both SOL YE/YC and GAS YE/YC) (Table 2). In contrast, phosphoinositide-3-kinase regulatory subunit 1 (*Pik3r1*) showed a different pattern between SOL and GAS. Namely, for *Pik3r1*, the fold change of YE/YC exhibited upregulation in SOL, whereas it exhibited downregulation in GAS (upregulation in SOL YE/YC and downregulation in GAS YE/YC) (Table 2).

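Pik3r1 (gene ID 18708, chromosome 13 from 101680761 to 101768217 of GRCm38.p6) encodes the regulatory subunit of the kinase that carries the insulin signal. In SOL it was at 19.8 ± 1.97 FPKM in YE and 11.8 ± 2.51 FPKM in YC (SD, n = 3), a log2 fold change of 0.73 (standard error 0.35, adjusted p = 0.591). In GAS it was at 3.41 ± 1.04 and 5.40 ± 0.826 FPKM (SD, n = 3), a log2 fold change of -0.61 (standard error 0.13, adjusted p = 0.664). In both muscles the YE and YC libraries did not overlap. At an unadjusted p of 0.0673 in SOL it is not a DEG there. The difference between the effects of exercise was 1.33 (standard error 0.38, adjusted p = 1.00), SOL minus GAS. From the shared genes, the paper states that Nr1d1 had a similar pattern in both muscles and that Pik3r1 had a different one (Fig. 3C). In GAS it passed without YE replicate 2 (adjusted p = 0.0317).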

### Identification of DEGs between OC vs. OE in SOL and GAS and commonly expressed DEGs

To elucidate the effect of exercise on SOL and GAS in the old groups, DEG analysis was performed. 

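The effect of running in old mice was tested by comparing 3 OE with 3 OC libraries in each muscle, after 4 weeks of exercise by the labels, from the same limma fits. The OC libraries are also the old group of OC/YC. Across genes, the log2 fold changes of OC/YC and OE/OC therefore lean in opposite directions even where exercise does nothing. Over the 10674 genes kept in SOL the correlation between them was -0.423, and -0.499 in simulated groups without any effect. Over 10695 genes in GAS it was -0.372, and -0.505 in the simulated groups. The covariances were -0.0161 in SOL and -0.0201 in GAS, beside simulated values of -0.0110 and -0.0178. These correlations are across genes, which are not independent replicates.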

DEGs were identified following a >1.5-fold change in random expectation (*p* < 0.05). 

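In old mice 1 gene in SOL and 3 genes in GAS differed between OE and OC at an adjusted p under 0.05 from limma. In each muscle, 3 of the 10 splits of the 6 libraries into 3 and 3, the real one included, gave as many. There were 28 DEGs in SOL OE/OC and 30 in GAS OE/OC, and 56 genes were a DEG in at least 1 muscle. At an unadjusted p under 0.05, 1145 genes passed in SOL and 876 in GAS, where 940 would pass by chance. The effect of exercise differed between the muscles for 5 genes, 3 with the higher value in SOL and 2 with the higher value in GAS. Cdc27, which encodes a subunit of the ubiquitin ligase that ends mitosis, was among them, with a difference of 0.80 (standard error 0.10, adjusted p = 0.00188), SOL minus GAS. The others were Tgm5, which encodes a transglutaminase, 4930415O20Rik, BC107364 and Ppp1r36, which is listed at 0 FPKM in GAS OE. These names were picked out after their values were seen, except Cdc27 and Ppp1r36. Of the 5 genes 4 had a mean log2 value under 1 over all libraries. With the equal-variance test 3 genes in SOL and none in GAS passed at an adjusted p under 0.05. In SOL OE/OC none passed with a pseudocount of 0.1, with the filter on low FPKM or without quantile normalization, in GAS OE/OC none with only the libraries compared, and in neither with the unequal-variance test, chosen after the values were seen. The 5 genes became 1 with the filter on low FPKM and 9 with only the libraries compared, and with a pseudocount of 0.1 there were 191 and 201 DEGs. Without GAS OE replicates 1 or 2 there were 104 or 69 DEGs in GAS OE/OC. Leaving out any 1 of the 6 libraries gave 2 to 11 genes at an adjusted p under 0.05 in SOL OE/OC and 5 to 13 in GAS OE/OC, and the 5 genes became 9 without SOL OE replicate 1 and 3 without SOL OE replicate 2, GAS OC replicate 5 or GAS OE replicate 2.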

A total of 30 DEGs were obtained by exercise in the old groups, including 20 DEGs in SOL OE/OC and 13 DEGs in GAS OE/OC (Table 3). Out of 20 DEGs in SOL OE/OC, 10 genes were upregulated, and 10 were downregulated, whereas among 13 DEGs in GAS OE/OC, six genes were upregulated, and seven were downregulated (Table 3). 

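In GAS, Cdc27 (gene ID 217232, chromosome 11 from 104502524 to 104550620 of GRCm38.p6) fell from 4.79 ± 0.479 FPKM in OC to 2.19 ± 0.297 FPKM in OE (SD, n = 3), a log2 fold change of -0.78 (standard error 0.08, adjusted p = 0.0197) from limma. Ppp1r36, which encodes a regulator of protein phosphatase 1, also passed (adjusted p = 0.00170), and is listed at 0 FPKM in all GAS OE libraries, so no fold is given. Hba-a2 was at 0.158 ± 0.0589 FPKM in GAS OE and 120.0 ± 69.9 FPKM in GAS OC (SD, n = 3), a log2 fold change of -6.40 (standard error 0.45, adjusted p = 0.00170), and its reads can fall on Hba-a1. In SOL, Fech, which encodes the last enzyme of heme synthesis, had a log2 fold change of 0.82 (adjusted p = 0.421) and Mchr1, which encodes a receptor of a hormone of appetite, one of 0.98 (adjusted p = 0.421), and neither passed. The gene that passed in SOL, 4930415O20Rik, has no named function and was picked out after its values were seen. Dbp and Arntl, clock genes, had -0.65 (adjusted p = 0.368) and 0.56 (adjusted p = 0.421) there. Of the 28 DEGs in SOL, 11 were upregulated and 17 downregulated, and of the 30 in GAS, 12 were upregulated and 18 downregulated. The call of Cdc27 was lost without OC replicate 5, OE replicate 2 or OE replicate 3 (adjusted p = 0.0525, 0.0783 and 0.0533).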

For each of SOL and GAS, the 30 DEGs with largest absolute value of fold change are plotted (Figure 4A, 4B).

**Table 3:** The commonly expressed DEGs for exercise effect in old groups.

**Gene Symbol**	**SOL OE/SOL OC**	***p*.value**	**GAS OE/GAS OC**	***p*.value**
** Up-regulated in both (SOL and GAS)**				
*Pnpla3*	1.81	0.0092	1.63	0.0436
** Down-regulated in both (SOL and GAS)**				
No corresponding gene				
*Hbb-b1* ^*^	10.28	0.0280	−87.27	0.0105
*Chtop* ^*^	−1.95	0.0002	2.27	0.0016

Genes with ^*^ are different pattern between SOL and GAS.

**Figure 4:**
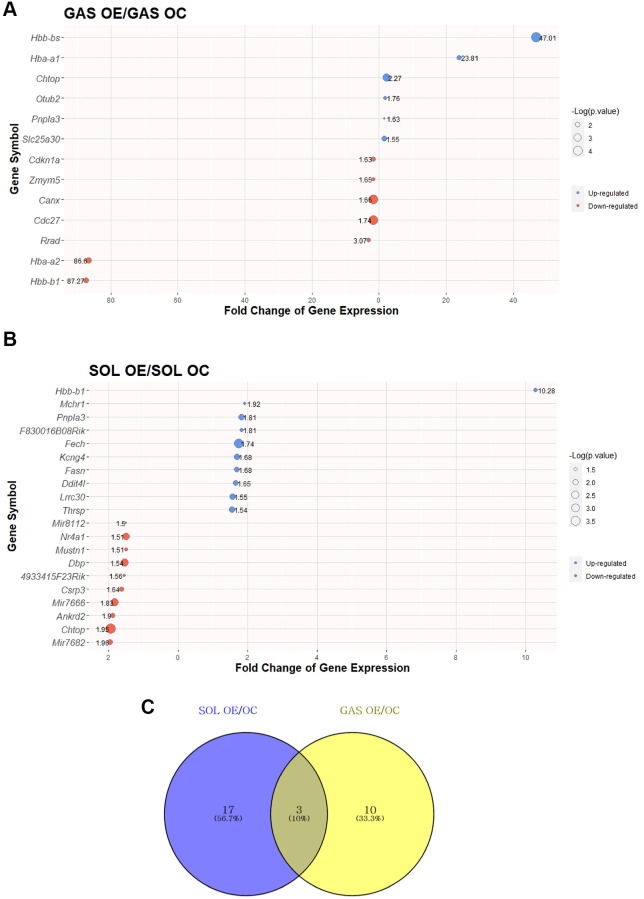
**Top 30 DEGs between “OC vs. OE” in SOL and GAS and Venn diagram to find commonly expressed DEGs.** The point sizes of (**A**) and (**B**) represent ‒Log_10_ (*p*-value). For (**A**) and (**B**), blue points indicate upregulated genes, and red points indicate downregulated genes. (**A**) Top 30 DEGs in GAS OE/OC. (**B**) Top 30 DEGs in SOL OE/OC. (**C**) Venn diagram of DEGs between OC and OE in SOL and GAS. For commonly expressed genes, detailed fold changes and *p*-values are shown in the Table 3.

To determine how many of the genes were commonly altered by exercise in old groups between SOL and GAS, we explored commonly expressed DEGs between SOL and GAS (DEGs of SOL OE/OC and GAS OE/OC). Three common DEGs were found (Figure 4C), of which patatin-like phospholipase domain-containing 3 (*Pnpla3*) exhibited a similar pattern between SOL and GAS (Table 3). Specifically, for *Pnpla3* the fold change of OE/OC displayed upregulation in SOL and GAS (upregulation in both SOL OE/OC and GAS OE/OC) (Table 3). However, the hemoglobin subunit beta-1 (*Hbb-b1*) and chromatin target of PRMT1 (*Chtop*) showed different patterns (Table 3). 

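Pnpla3 (gene ID 116939, chromosome 15 from 84167776 to 84189521 of GRCm38.p6) encodes a lipase of lipid droplets. In SOL it was at 2.33 ± 0.121 FPKM in OE and 0.813 ± 0.241 FPKM in OC (SD, n = 3), a log2 fold change of 0.80 (standard error 0.30, adjusted p = 0.769). In GAS it was at 2.31 ± 0.619 and 1.11 ± 0.139 FPKM (SD, n = 3), a log2 fold change of 0.74 (standard error 0.37, adjusted p = 0.939). In both muscles every OE library was above every OC library, and neither value passed at an adjusted p under 0.05. Its unadjusted p was 0.0757 in GAS, so it is a DEG in SOL alone. The DEGs shared by both muscles were 2, Chtop and Hbb-b1. From the shared genes, the paper states that only Pnpla3 had a similar pattern in SOL and GAS (Fig. 4C).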

For *Hbb-b1*, the fold change of OE/OC exhibited upregulation in SOL, whereas it exhibited downregulation in GAS (upregulation in SOL OE/OC and downregulation in GAS OE/OC) (Table 3). 

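Hbb-b1 (gene ID 15129) encodes a beta chain of adult hemoglobin, the oxygen carrier of red blood cells. In SOL it was at 20.4 ± 9.55 FPKM in OE and 1.52 ± 2.32 FPKM in OC (SD, n = 3), a log2 fold change of 3.35 (standard error 1.48, adjusted p = 0.820) from limma. In GAS it was at 0.132 ± 0.0230 and 122 ± 75.4 FPKM (SD, n = 3), a log2 fold change of -6.42 (standard error 1.78, adjusted p = 0.939). Another beta-globin gene, Hbb-bs (gene ID 100503605, chromosome 7 from 103826523 to 103827928 of GRCm38.p6), went the other way. It was at 61.6 ± 18.5 FPKM in GAS OE and 0.371 ± 0.322 FPKM in GAS OC (SD, n = 3). The alpha-globin copy Hba-a1 was at 61.8 ± 17.6 and 2.31 ± 2.11 FPKM in GAS OE and GAS OC (SD, n = 3), opposite to Hba-a2. The reference chromosomes hold no gene named Hbb-b1, which lies on an alternate scaffold, and its sequence was not compared with that of Hbb-bs. In the reference sequences, 62.6% of the 100-base windows of the Hbb-bs transcript also occur in that of Hbb-bt, another adult beta-globin gene. The beta-globin genes summed to 55.8 to 82.2 FPKM in GAS OE and 40.4 to 190.3 FPKM in GAS OC, and to 13.3 to 31.2 FPKM in SOL OE and 4.20 to 121 FPKM in SOL OC. The sums overlapped in both muscles. A single copy held more than 90% of the beta sum in 21 of the 24 libraries.

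**Figure D2:**
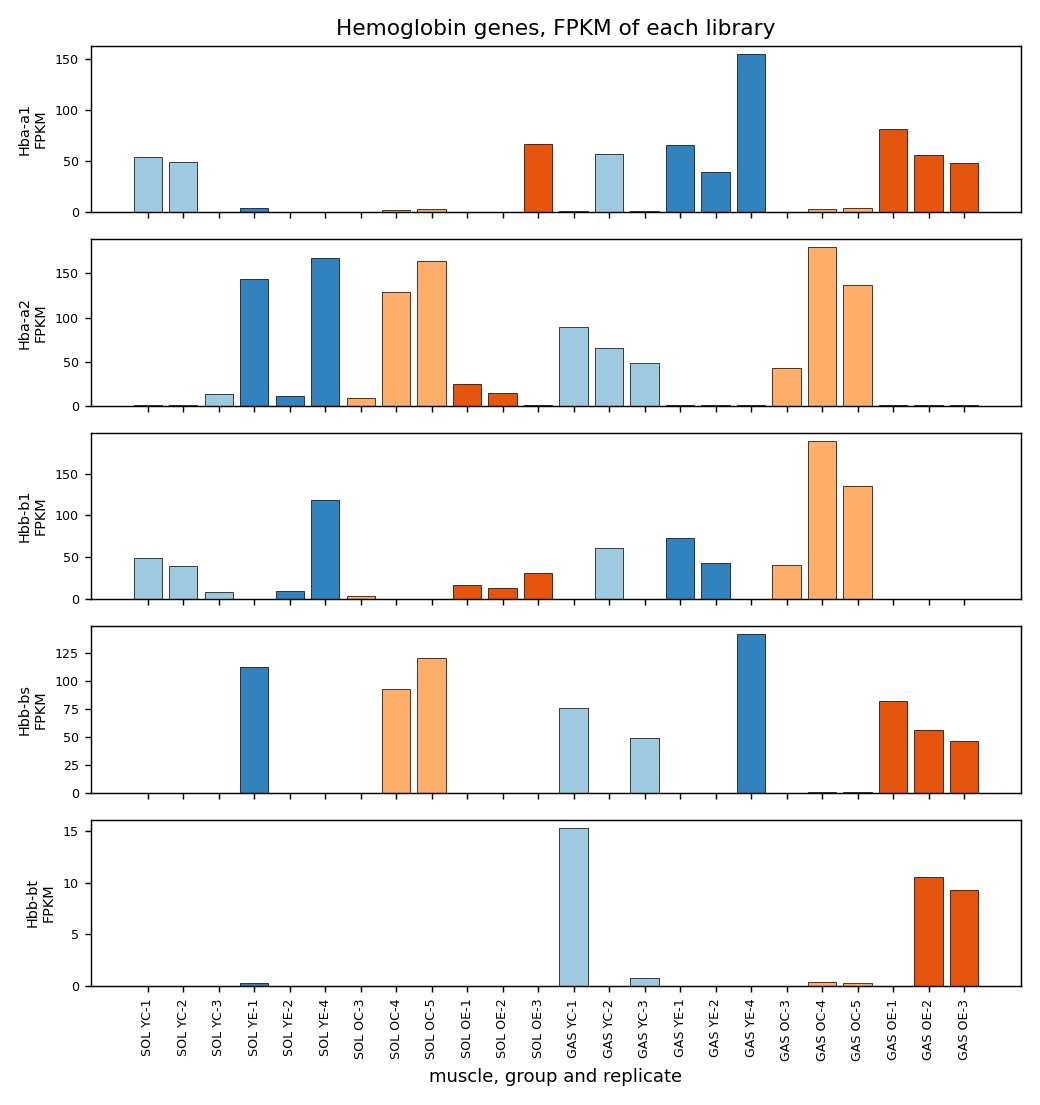
FPKM of each alpha-globin and beta-globin gene in each of the 24 libraries; each bar is 1 library, coloured by group. A single copy takes more than 90% of the alpha sum in 23 libraries and of the beta sum in 21.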

In the case of *Chtop*, the fold change of OE/OC displayed downregulation in SOL but upregulation in GAS (downregulation in SOL OE/OC and upregulation in GAS OE/OC) (Table 3).

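Chtop (gene ID 66511, chromosome 3 from 90498539 to 90509527 of GRCm38.p6) encodes a chromatin protein that takes part in the export of mRNA. In SOL it was at 16.4 ± 0.852 FPKM in OE and 33.2 ± 1.63 FPKM in OC (SD, n = 3), a log2 fold change of -1.0 (standard error 0.33, adjusted p = 0.737) from limma. In GAS it was at 28.6 ± 3.93 and 12.7 ± 0.489 FPKM (SD, n = 3), a log2 fold change of 1.14 (standard error 0.28, adjusted p = 0.939). The OE and OC libraries did not overlap in either muscle, and neither value passed over all genes. The difference between the effects of exercise was -2.14 (standard error 0.44, adjusted p = 0.245), SOL minus GAS. In the young controls Chtop varied more, at 27.2 ± 10.00 FPKM in SOL YC and 26.0 ± 11.4 FPKM in GAS YC (SD, n = 3).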

### Gene Ontology (GO) term and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses using DEGs of SOL/GAS in young and old groups

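The muscles were compared within young controls and within old controls, 3 SOL against 3 GAS libraries each, in a limma fit of all 24 libraries. At the thresholds of the paper for this comparison (unadjusted p under 0.05 and a fold change over 2), genes are again called DEGs. The member genes of the GO terms and KEGG pathways are not in the files. Lists of fatty acid oxidation, glycolysis and glycogen, branched-chain amino acid degradation, and insulin and glucagon signalling were therefore written from general knowledge before the files were seen and tested with camera of limma, adjusted over 23 lists. Its preset correlation between genes is 0.01, and the test was repeated with the correlation estimated from the data. The SOL and GAS libraries of a group share their numbers, and a fit that takes a number as 1 mouse is an alternative.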

To clarify the differences between SOL and GAS by utilizing DEGs in SOL YC/GAS YC and SOL OC/GAS OC, GO term and KEGG pathway enrichment analyses were performed. The number of DEGs in SOL YC/GAS YC was 1060, while in SOL OC/GAS OC, it was 1052; these DEGs were used for enrichment analyses (Supplementary Table 2). 

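There were 1135 DEGs in SOL YC/GAS YC, 597 higher in SOL and 538 higher in GAS. In SOL OC/GAS OC there were 1070 DEGs, 551 higher in SOL and 519 higher in GAS. The age groups shared 837 of them, 437 higher in SOL and 400 higher in GAS, and no gene went in opposite directions. Independent lists of these sizes would share 17.5 and 14.9 genes. Besides Myh7, Myl2 and Myl3, which encode slow myosin light chains, and Tnnt1, which encodes the slow troponin T, were highest in SOL relative to GAS in young mice, with log2 fold changes of 7.36 (adjusted p = 4.24e-06), 7.31 (adjusted p = 2.01e-06) and 7.11 (adjusted p = 1.88e-05). On the GAS side stood Actn3 with -7.10 (adjusted p = 4.03e-06), Mss51, a gene of fast fiber metabolism, with -6.00 (adjusted p = 3.18e-08) and Mstn, which encodes myostatin, with -4.87 (adjusted p = 1.67e-09). Among annotated genes past the test without overlap, Rps27 was furthest on the SOL side in old mice and Rps27rt on the GAS side. How reads were divided between these genes was not tested. In old mice Myh7 had a log2 fold change of 5.22 (adjusted p = 0.00134) and Tpm3 one of 5.10 (adjusted p = 0.000219). Actn3 had -7.67 (adjusted p = 1.67e-06) and Pvalb -6.73 (adjusted p = 6.77e-08).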

For the top 10 GO terms by SOL YC/GAS YC, the pathways associated with fatty acid metabolism were significantly enriched, including fatty acid beta-oxidation (GO:0006635), fatty acid metabolic process (GO:0006631), and lipid metabolic process (GO:0006629) (Figure 5A and Table 4). 

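Most genes of fatty acid oxidation were higher in SOL. Of 31 genes listed, 30 were higher in SOL YC than in GAS YC and none was lower at an adjusted p under 0.05, and 30 were higher when adjusted over the list alone. Acsl1, which activates fatty acids, had a log2 fold change of 1.73 (adjusted p = 2.75e-08). Acadm and Hadhb, enzymes of mitochondrial beta-oxidation, had 1.70 (adjusted p = 1.03e-07) and 1.81 (adjusted p = 1.40e-07). The list averaged 1.49 (camera, adjusted p = 2.35e-17; adjusted p = 0.175 with an estimated correlation).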

For the top 10 KEGG pathways in the young groups, the enrichment scores of fatty acid degradation (mmu00071) and fatty acid metabolism (mmu01212) were significant (Figure 5B and Table 5). 

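Enzymes that degrade valine, leucine and isoleucine were mostly higher in SOL. Of 23 genes listed, 17 were higher and 0 lower in SOL YC than in GAS YC at an adjusted p under 0.05, and 17 were higher when adjusted over the list alone. Ivd, which encodes an enzyme of leucine breakdown, had a log2 fold change of 1.21 (standard error 0.13, adjusted p = 4.69e-07). Abat, which encodes an aminotransferase, had one of 1.33 (adjusted p = 1.83e-06), and Bckdhb, which encodes a subunit of the complex that commits these amino acids to breakdown, one of 0.67 (adjusted p = 7.55e-06). The list averaged 0.54 (camera, adjusted p = 8.81e-07; adjusted p = 0.291 with an estimated correlation).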

Regarding valine, leucine, and isoleucine degradation (mmu00280), this pathway had only 14 upregulated DEGs in SOL YC/GAS YC (Table 5). In addition, out of 19 DEGs of glycolysis/gluconeogenesis (mmu00010), 15 genes were downregulated, and four were upregulated (Table 5).

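Genes of glycolysis and glycogen breakdown were mostly lower in SOL. Of 32 genes listed, 21 were lower and 6 higher in SOL YC than in GAS YC at an adjusted p under 0.05, and 21 and 6 when adjusted over the list alone. Pygm (gene ID 19309, chromosome 19 from 6384408 to 6398464 of GRCm38.p6) encodes the muscle enzyme that releases glucose from glycogen. It was at 785 ± 55.7 FPKM in SOL YC and 4116 ± 514 FPKM in GAS YC (SD, n = 3), a log2 fold change of -2.23 (standard error 0.10, adjusted p = 3.02e-11). Pfkm, which encodes the main controlled enzyme of glycolysis, had a log2 fold change of -1.57 (adjusted p = 3.50e-11). Ldha, which encodes the lactate dehydrogenase of fast fibers, had one of -2.12 (adjusted p = 4.58e-11), and Phkg1, which encodes a subunit of phosphorylase kinase, one of -2.84 (adjusted p = 1.54e-10). The list averaged -1.20 (camera, adjusted p = 1.32e-09; adjusted p = 0.165 with an estimated correlation). From these pathways, the paper states that genes of fatty acid metabolism were upregulated in SOL and those of glucose metabolism downregulated (Fig. 5).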

**Figure 5:**
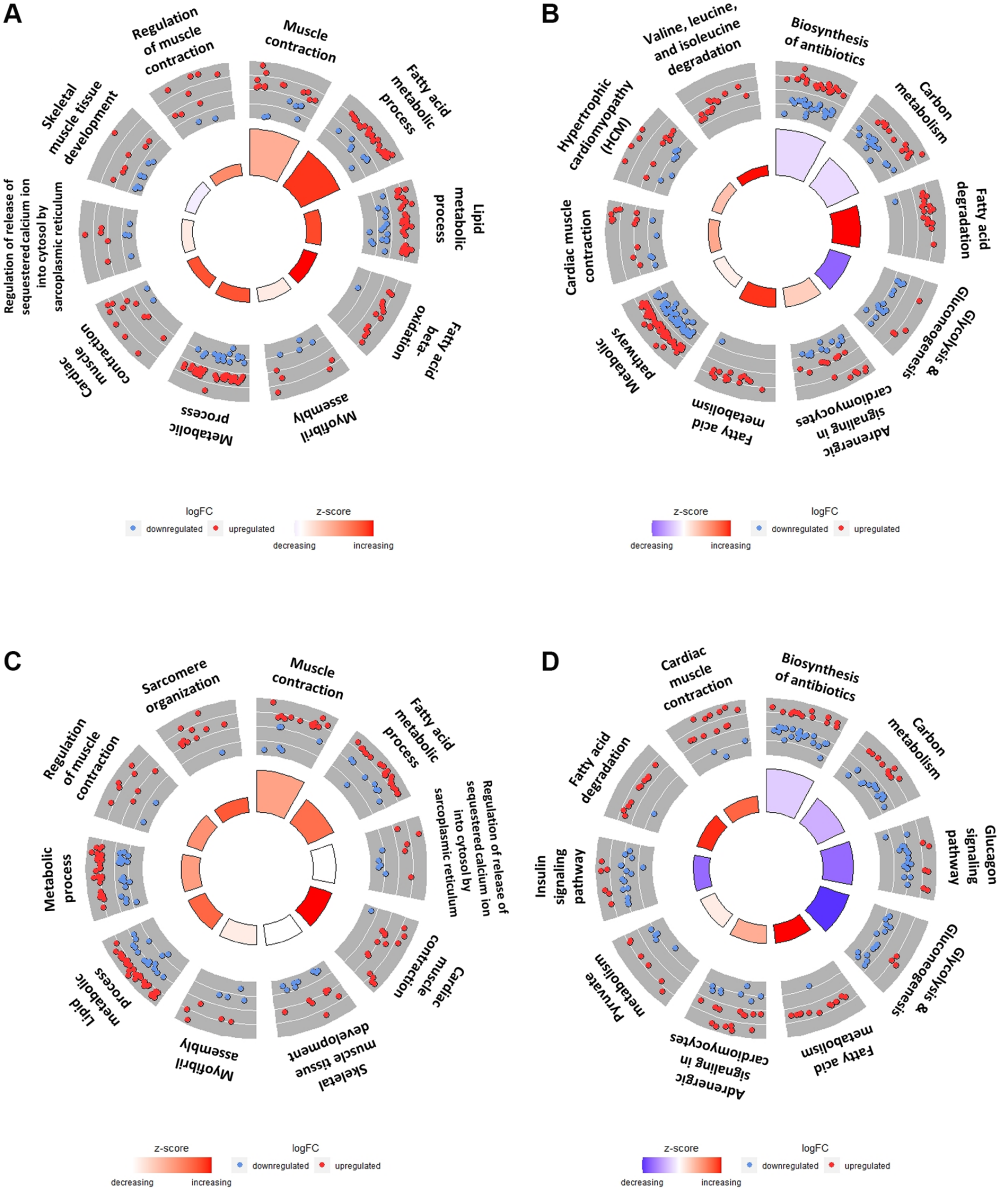
**Top 10 GO terms and KEGG pathways of DEGs in SOL vs. GAS in young and old groups.** The red points indicate upregulated DEGs, while the blue points indicate downregulated DEGs in the outer circle. The z-score is represented by the color of the inner circle. (**A**) Top 10 GO terms using DEGs in the SOL YC/GAS YC. (**B**) Top 10 KEGG pathway plots using DEGs in the SOL YC/GAS YC. (**C**) Top 10 GO terms by DEGs in SOL OC/GAS OC. (**D**) Top 10 KEGG pathway plots of SOL OC/GAS OC. For detailed adjusted *p*-values and z-scores, refer to the Tables 4, 5. For significantly enriched pathway other than top 10, refer to the Supplementary Tables 3–6.

**Table 4:** The significant enriched GO terms of DEGs between SOL YC vs. GAS YC.

**ID**	**Term**	***z*-score**	**Adjusted *p*.value**
GO:0006936	Muscle contraction	1.34	0
GO:0006631	Fatty acid metabolic process	2.96	0
GO:0006629	Lipid metabolic process	2.77	0.0001
GO:0006635	Fatty acid beta-oxidation	3.21	0.0001
GO:0030239	Myofibril assembly	0.33	0.0001
GO:0008152	Metabolic process	2.66	0.0001
GO:0060048	Cardiac muscle contraction	2.67	0.0002
GO:0010880	Regulation of release of sequestered calcium ion into cytosol by sarcoplasmic reticulum	0.33	0.0002
GO:0007519	Skeletal muscle tissue development	−0.26	0.0002
GO:0006937	Regulation of muscle contraction	1.90	0.0002

**Table 5:** The significant enriched KEGG pathway of DEGs between SOL YC vs. GAS YC.

**ID**	**Term**	***z*-score**	**Adjusted *p*.value**
mmu01130	Biosynthesis of antibiotics	−0.60	0
mmu01200	Carbon metabolism	−0.56	0
mmu00071	Fatty acid degradation	3.77	0
mmu00010	Glycolysis/Gluconeogenesis	−2.52	0
mmu04261	Adrenergic signaling in cardiomyocytes	0.96	0
mmu01212	Fatty acid metabolism	3.5	0
mmu01100	Metabolic pathways	0.29	0
mmu04260	Cardiac muscle contraction	1.70	0.0001
mmu05410	Hypertrophic cardiomyopathy (HCM)	1.21	0.0001
mmu00280	Valine, leucine and isoleucine degradation	3.74	0.0001

For the top 10 GO terms by SOL OC/GAS OC, the gene set related to lipid metabolism, such as fatty acid metabolic process (GO:0006631) and lipid metabolic process (GO:0006629), was significantly enriched (Figure 5C and Table 6). 

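In old controls fatty acid oxidation also stood higher in SOL. At an adjusted p under 0.05, 28 of the 31 listed genes were higher in SOL OC than in GAS OC, 28 when adjusted over the list alone, and none was lower. Acsl1 had a log2 fold change of 1.56 (adjusted p = 9.49e-08). Cpt1b, which carries fatty acids into mitochondria, had 1.14 (adjusted p = 2.14e-06) and Acadm 1.27 (adjusted p = 3.28e-06). The average of the list was 1.05 (camera, adjusted p = 4.27e-11; adjusted p = 0.475 with an estimated correlation). Within GAS the list averaged a log2 fold change of 0.46 in OC/YC (camera, adjusted p = 5.52e-11; adjusted p = 0.413 with an estimated correlation), where by limma no gene passed over all genes, 9 had an unadjusted p under 0.05 and 3 were higher when adjusted over the list alone. The slow contractile list averaged 1.74 in GAS OC/YC (camera, adjusted p = 4.39e-05; adjusted p = 0.413 with an estimated correlation). GAS YC replicates 1, 2 and 3 had means of 5.33, 5.22 and 6.06 in the list of fatty acid oxidation and of 3.08, 1.97 and 5.77 in the slow list. Without YC replicate 2 or 3 the slow list averaged 0.92 or 2.83 in GAS OC/YC. The average for fatty acid oxidation there was 0.31 without YC replicate 2, 0.73 without YC replicate 3 and 0.24 with 6 old against 6 young mice.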

Regarding the top 10 KEGG pathways by SOL OC/GAS OC, the enrichment scores of fatty acid metabolism (mmu01212) and fatty acid degradation (mmu00071) were significant (Figure 5D and Table 7). For pathways associated with glucose metabolism, three gene sets belonged to the top 10 KEGG pathways in the old groups (Figure 5D and Table 7). These pathways included glucagon signaling (mmu04922), glycolysis/gluconeogenesis (mmu00010), and insulin signaling (mmu04910) (Figure 5D and Table 7).

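Glycolytic genes were lower in the SOL of old controls, and genes of insulin and glucagon signalling went both ways. Of the 32 genes of glycolysis and glycogen, 21 were lower and 6 higher in SOL OC than in GAS OC at an adjusted p under 0.05, and 21 and 7 when adjusted over the list alone. Ldha had a log2 fold change of -2.26 (adjusted p = 2.35e-11), Pygm one of -2.21 (adjusted p = 2.35e-11) and Pgam2, the muscle phosphoglycerate mutase, one of -1.72 (adjusted p = 2.73e-10). The list averaged -1.12 (camera, adjusted p = 1.12e-09; adjusted p = 0.147 with an estimated correlation). Of 37 genes of insulin and glucagon signalling, 12 were higher and 11 lower in SOL OC, and 12 and 11 when adjusted over the list alone. It averaged -0.26 (adjusted p = 0.833), and -0.38 (adjusted p = 0.431) in young controls. Prkag3, which encodes a subunit of the energy sensor AMPK in fast fibers, had a log2 fold change of -4.50 (adjusted p = 1.10e-10). The glycolysis list shares 11 of its genes with the signalling list.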

**Table 6:** The significant enriched GO terms of DEGs between SOL OC vs. GAS OC.

**ID**	**Term**	***z*-score**	**Adjusted *p*.value**
GO:0006936	Muscle contraction	1.61	0
GO:0006631	Fatty acid metabolic process	2.41	0
GO:0010880	Regulation of release of sequestered calcium ion into cytosol by sarcoplasmic reticulum	0	0
GO:0060048	Cardiac muscle contraction	3.36	0
GO:0007519	Skeletal muscle tissue development	0	0.0001
GO:0030239	Myofibril assembly	0.33	0.0001
GO:0006629	Lipid metabolic process	2.55	0.0001
GO:0008152	Metabolic process	1.70	0.0001
GO:0006937	Regulation of muscle contraction	1.90	0.0002
GO:0045214	Sarcomere organization	2.71	0.0004

**Table 7:** The significant enriched KEGG pathway of DEGs between SOL OC vs. GAS OC.

**ID**	**Term**	***z*-score**	**Adjusted *p*.value**
mmu01130	Biosynthesis of antibiotics	−0.67	0
mmu01200	Carbon metabolism	−1.04	0
mmu04922	Glucagon signaling pathway	−1.96	0
mmu00010	Glycolysis/Gluconeogenesis	−2.67	0
mmu01212	Fatty acid metabolism	3.05	0.0003
mmu04261	Adrenergic signaling in cardiomyocytes	1.28	0.0003
mmu00620	Pyruvate metabolism	0.30	0.0005
mmu04910	Insulin signaling pathway	−1.96	0.0006
mmu00071	Fatty acid degradation	2.89	0.0006
mmu04260	Cardiac muscle contraction	2.32	0.0006

### Gene set enrichment analysis (GSEA) for apoptosis in SOL and GAS

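Apoptosis was examined as a set of genes in each muscle, with age and with exercise. The member file of the hallmark set is not among the files, so its genes were written from general knowledge before the data were seen and may differ from the published set. Of 160 genes listed, 159 were measured, and 24 of them are also among 43 genes of the core machinery of caspases and BCL2 proteins, listed separately. The enrichment score (ES) was computed with fgsea from genes ranked by the signal-to-noise ratio, with the first group named as the positive side, so a positive ES of OC/YC means higher values in OC. Its p comes from permuting genes. Camera of limma compared the set with all other genes, adjusted over 23 lists.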

To investigate the association between aging and exercise and apoptosis in SOL and GAS, we analyzed data at the gene set levels. 

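Few genes of the apoptosis list changed with age. In GAS OC/YC the list averaged a log2 fold change of 0.06 (camera, adjusted p = 0.122), and by limma no gene passed over all genes, 28 at an unadjusted p under 0.05 and 1 when adjusted over the list alone. The last was Krt18, which encodes a keratin cut by caspases, with 1.76 (standard error 0.23, adjusted p = 0.0567) in GAS. It was at 2.40 ± 1.21 FPKM in GAS OC and 0.0169 ± 0.0292 FPKM in GAS YC (SD, n = 3). Cdkn1b, which encodes an inhibitor of the cell cycle, had -0.64 (adjusted p = 0.123) and Gadd45a 0.94 (adjusted p = 0.192). The ES was 0.387 (gene permutation p = 0.0300, adjusted p = 0.0985). The core machinery averaged -0.03 in GAS, a sign opposite to that of the list. Camera placed the list higher in GAS OC without YC replicate 3 (mean 0.08, adjusted p = 0.0211) or OC replicate 3 (mean 0.07, adjusted p = 0.0470), and the mean was 0.04 without OC replicate 4. In SOL OC/YC the list averaged -0.06 (camera, adjusted p = 0.142), with an ES of -0.262 (gene permutation adjusted p = 0.756). Camera placed it lower in SOL OC without YC replicate 3 (mean -0.09, adjusted p = 0.0432), and the mean was -0.03 without YC replicate 2. In SOL 6 genes rose and 2 fell at an adjusted p under 0.05, and the same numbers when adjusted over the list alone. Satb1, which encodes a chromatin organizer, rose by 0.45 (adjusted p = 0.00269), Gsr, which encodes glutathione reductase, by 0.37 (adjusted p = 0.0105) and Cyld, which encodes a deubiquitinase, by 0.38 (adjusted p = 0.0127). Cd38, which encodes an enzyme that consumes NAD, had a log2 fold change of -0.51 (adjusted p = 0.0128). The core machinery averaged -0.06 in SOL (camera, adjusted p = 0.0490; adjusted p = 0.402 with an estimated correlation). The age effect on the list differed between the muscles by -0.12 (camera, adjusted p = 0.000720; adjusted p = 0.119 with an estimated correlation). For Krt18 alone this difference was -1.49 (standard error 0.26, adjusted p = 0.0191), SOL minus GAS. From the enrichment of this set in GAS OC, the paper proposes that changes in apoptosis contribute to the loss of fast-twitch muscle with age (Fig. 6A). Krt18 passed in GAS without OC replicate 3 (adjusted p = 0.00155) or OE replicate 3 (adjusted p = 0.0429).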

For the comparison between young and old groups, HALLMARK_APOPTOSIS pathway was more enriched in GAS OC than in GAS YC (Figure 6A and Table 8), whereas in SOL, the enrichment score (ES) between SOL YC and SOL OC was not significant (ES = 0.36, *p* = 0.099). 

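With exercise in old mice, the apoptosis list averaged a log2 fold change of -0.03 in GAS OE/OC (camera, adjusted p = 0.373), and -0.01 without GAS OC replicate 4 and -0.04 without GAS OC replicate 5. By limma no gene of it passed over all genes or when adjusted over the list alone, and 4 had an unadjusted p under 0.05. Krt18 had -0.69 (standard error 0.23, adjusted p = 0.939) and Mcl1, which encodes a survival protein of the BCL2 family, -0.18 (standard error 0.06, adjusted p = 0.939) in GAS. The ES was -0.195 (gene permutation adjusted p = 0.997). Over the genes of the list, the log2 fold changes of GAS OE/OC and GAS OC/YC had a correlation of -0.555, beside -0.489 in simulated groups without an effect that share the OC libraries. The covariance was -0.0305, beside -0.0149.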

For the comparison between sedentary control and exercise in old groups, the HALLMARK_APOPTOSIS pathway was more enriched in GAS OC than in GAS OE (Figure 6B and Table 9). In SOL, the enrichment score between SOL OC and SOL OE was not significant (ES = −0.25, *p* = 0.615). 

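In SOL OE/OC the apoptosis list had a mean log2 fold change of -0.00, a median of 0.00 and an ES of 0.245 (gene permutation adjusted p = 1.00), so the mean and the ES differ in sign. Without SOL OC replicate 5 or SOL OE replicate 3 the mean was 0.008 or 0.007, and without SOL OC replicate 4 -0.01. The camera adjusted p was 0.998. By limma no gene passed over all genes or when adjusted over the list alone, and 13 had an unadjusted p under 0.05. F2r, which encodes a thrombin receptor, had -0.50 (adjusted p = 0.421) and Ier3, an early response gene, -0.53 (adjusted p = 0.436). The correlation with OC/YC over the list was -0.337 in SOL, beside a simulated -0.486, and the covariance -0.0180, beside -0.0143.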

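In young mice neither muscle had a gene of the apoptosis list past the test over all genes with exercise. The list averaged -0.02 in SOL YE/YC (camera, adjusted p = 0.332) and 0.01 in GAS YE/YC (camera, adjusted p = 0.637), and became 0.01 and -0.05 in SOL without YC replicates 2 and 3, and -0.0045, 0.03 and -0.0080 in GAS without YC replicate 1, YC replicate 3 and YE replicate 1. With the number as a block it averaged 0.0508 in GAS (camera, adjusted p = 0.0399). The ES was -0.198 in SOL (gene permutation adjusted p = 1.00) and 0.224 in GAS (gene permutation adjusted p = 1.000). When adjusted over the list alone, 1 gene was higher in SOL YE and none passed in GAS by limma. At an unadjusted p under 0.05 there were 17 in SOL and 11 in GAS. Satb1 had a log2 fold change of 0.24 (adjusted p = 0.10) in SOL and Bmp2, which encodes a growth factor, 0.21 (adjusted p = 0.746) in GAS. For the list the difference between the effects of exercise averaged -0.03 (camera, adjusted p = 0.203), SOL minus GAS.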

In the young groups, there were no significant difference between the control and exercise groups in both SOL and GAS.

**Figure 6:**
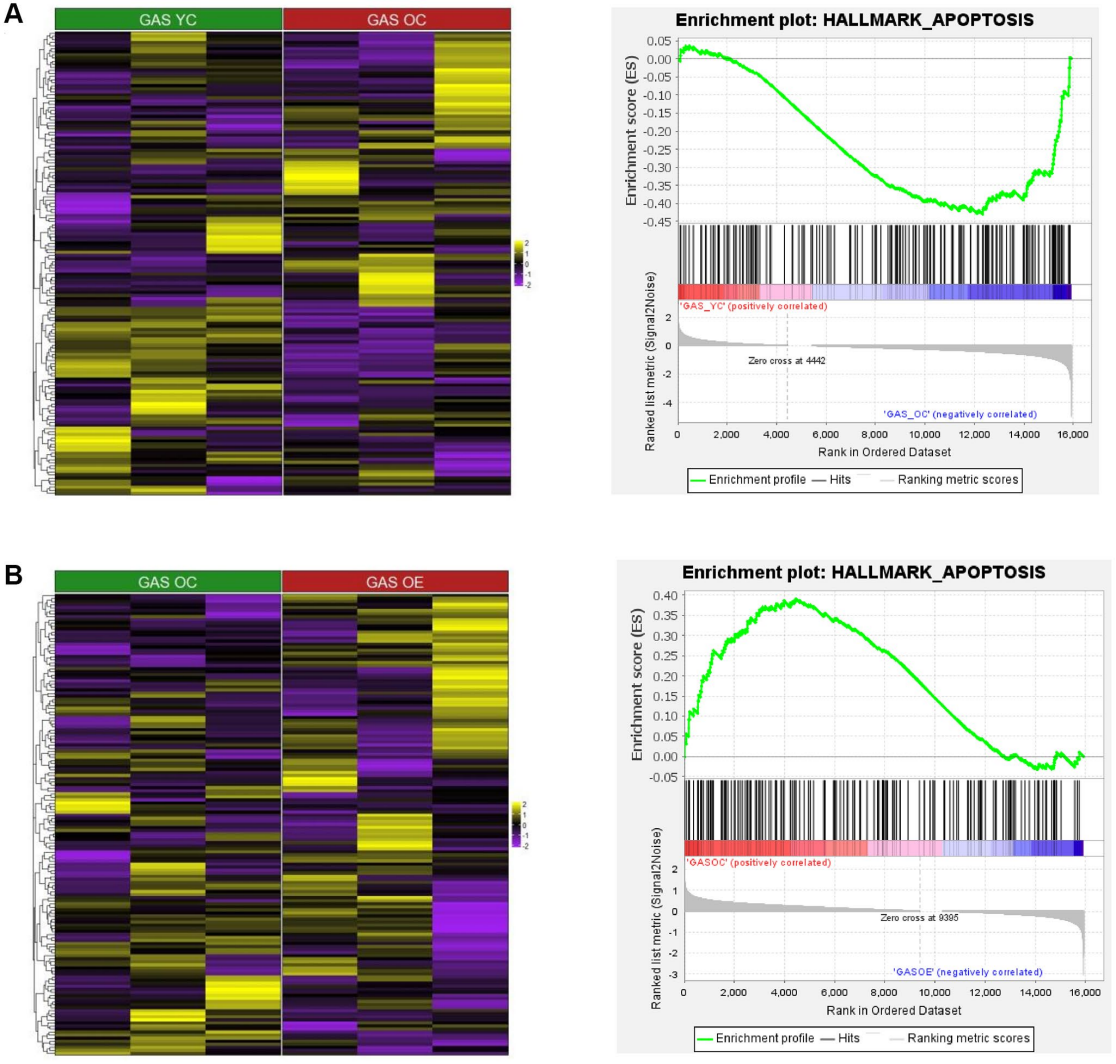
**Heatmap and GSEA results for HALLMARK_APOPTOSIS in “YC vs. OC”, “YC vs. YE”, and “OC vs. OE” in SOL and GAS.** The heatmap and enrichment plot in (**A**) GAS YC vs. GAS OC and (**B**) GAS OC vs. GAS OE. For the color of the heatmap, yellow indicates upregulated genes, and purple indicates downregulated genes. The significant GSEA results for gene sets other than HALLMARK_APOPTOSIS are listed in Tables 8–13.

**Table 8:** The results of GSEA (GAS YC vs. GAS OC).

**Group**	**Name of gene set**	**Size**	**ES**	**NES**	***p*.value**	**FDR**
**Enriched in GAS YC**					
1	HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	195	0.33	1.74	0	0.0130
2	HALLMARK_ANGIOGENESIS	36	0.42	1.55	0	0.0159
3	HALLMARK_UV_RESPONSE_DN	143	0.27	1.27	0	0.1419
1	HALLMARK_FATTY_ACID_METABOLISM	149	−0.45	−1.38	0.0060	0.1990
**Enriched in GAS OC**					
2	HALLMARK_IL6_JAK_STAT3_SIGNALING	83	−0.46	−1.35	0.0260	0.1603
3	HALLMARK_KRAS_SIGNALING_UP	195	−0.43	−1.33	0.0010	0.1678
4	HALLMARK_APOPTOSIS	161	−0.43	−1.32	0.0181	0.1821
5	HALLMARK_OXIDATIVE_PHOSPHORYLATION	198	−0.42	−1.31	0.0070	0.1711
6	HALLMARK_INFLAMMATORY_RESPONSE	189	−0.42	−1.30	0.0190	0.1700

Size, the number of corresponding genes to gene sets. Abbreviations: ES: Enrichment Score; NES: Normalized Enrichment Score.

**Table 9:** The results of GSEA (GAS OC vs. GAS OE).

**Group**	**Name of gene set**	**Size**	**ES**	**NES**	***p*.value**	**FDR**
**Enriched in GAS OC**					
1	HALLMARK_UV_RESPONSE_DN	143	0.47	1.66	0	0.0301
2	HALLMARK_TNFA_SIGNALING_VIA_NFKB	195	0.46	1.64	0	0.0202
3	HALLMARK_PROTEIN_SECRETION	95	0.48	1.63	0	0.0148
4	HALLMARK_UNFOLDED_PROTEIN_RESPONSE	112	0.46	1.58	0	0.0214
5	HALLMARK_MTORC1_SIGNALING	199	0.42	1.53	0.0021	0.0339
6	HALLMARK_ANDROGEN_RESPONSE	97	0.45	1.51	0.0045	0.0357
7	HALLMARK_G2M_CHECKPOINT	196	0.41	1.49	0.0000	0.0383
8	HALLMARK_E2F_TARGETS	200	0.41	1.49	0.0000	0.0343
9	HALLMARK_INFLAMMATORY_RESPONSE	189	0.41	1.46	0.0021	0.0464
10	HALLMARK_UV_RESPONSE_UP	155	0.40	1.41	0.0098	0.0746
11	HALLMARK_TGF_BETA_SIGNALING	54	0.45	1.40	0.0368	0.0758
12	HALLMARK_MITOTIC_SPINDLE	198	0.38	1.39	0.0073	0.0742
13	HALLMARK_APOPTOSIS	161	0.39	1.39	0.0151	0.0720
14	HALLMARK_MYC_TARGETS_V1	200	0.38	1.37	0.0104	0.0786
**Enriched in GAS OE**					
1	HALLMARK_INTERFERON_ALPHA_RESPONSE	95	−0.46	−1.96	0	0.0004
2	HALLMARK_INTERFERON_GAMMA_RESPONSE	192	−0.33	−1.61	0	0.0051
3	HALLMARK_MYOGENESIS	198	−0.27	−1.26	0.0303	0.0628

Size, the number of corresponding genes to gene sets. Abbreviations: ES: Enrichment Score; NES: Normalized Enrichment Score.

### GSEA analysis for myogenesis in SOL and GAS

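Myogenesis was examined with a set of genes of muscle differentiation and contraction. As for apoptosis, its genes were written from general knowledge before the data were seen and may differ from the published hallmark set. Of 201 genes listed, 200 were measured. Of these, 7 are also in the list of collagen and matrix genes, 9 in that of slow contractile genes and 11 in that of fast contractile genes. A shorter list of 28 myogenic regulators and markers of new fibers was tested beside it, and 14 of its genes are in the longer list. The scores and tests are those used for apoptosis.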

To elucidate the relationship between aging and exercise and myogenesis in SOL and GAS, we conducted GSEA. 

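With age, genes of the myogenesis list went both ways in SOL. The list averaged a log2 fold change of -0.10 in SOL OC/YC (camera, adjusted p = 0.313), and the ES was -0.381 (gene permutation p = 0.00381, adjusted p = 0.0219). In SOL 7 genes rose and 8 fell at an adjusted p under 0.05, and 18 and 24 when adjusted over the list alone. Dapk2, which encodes a calmodulin-dependent kinase of cell death, had a log2 fold change of 0.26 (standard error 0.04, adjusted p = 0.0107) and Col15a1, which encodes a collagen of the basement membrane, -1.16 (standard error 0.18, adjusted p = 0.0128). The list of myogenic regulators averaged 0.04 in SOL, a sign opposite to that of the longer list (camera, adjusted p = 0.987). Myh3 had 0.97 (adjusted p = 0.0634) and Megf10, a gene of satellite cells, -0.22 (adjusted p = 0.0375). In GAS OC/YC the list averaged 0.11 with a median of -0.00 (camera, adjusted p = 0.907), so mean and median differ in sign, and the ES was 0.260 (gene permutation adjusted p = 0.855). Without GAS YC replicate 2 or 3 the mean was 0.0406 or 0.19. By limma no gene passed over all genes, 38 had an unadjusted p under 0.05, and 1 rose and 5 fell when adjusted over the list alone. Camk2b, which encodes a calcium-dependent kinase, had 0.56 (adjusted p = 0.0587) and Myod1, which encodes a master regulator of myogenesis, 1.03 (adjusted p = 0.120). The list of myogenic regulators had means of 3.16, 3.15 and 3.16 in GAS OC and 3.00, 2.98 and 2.96 in GAS YC. Its ES was 0.615 (gene permutation p = 0.0154, adjusted p = 0.0592). The age effect on the myogenesis list differed between the muscles by -0.21 (camera, adjusted p = 0.0135; adjusted p = 0.292 with an estimated correlation). From the enrichment of this set in SOL YC, the paper proposes that altered myogenesis contributes to the loss of slow-twitch muscle with age (Fig. 7A). The call of Megf10 was lost in all cases but YC replicate 3 when 1 library was left out (adjusted p = 0.0592 to 0.117), and Camk2b passed in GAS without OE replicate 3 (adjusted p = 0.0478).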

For the comparison between young and old groups, HALLMARK_MYOGENESIS pathway was more enriched in SOL YC than in SOL OC (Figure 7A and Table 10), whereas in GAS, the enrichment score between GAS YC and GAS OC was not significant (ES = −0.25, *p* = 0.955). For the results of GSEA using sedentary control and exercise in young groups, the HALLMARK_MYOGENESIS pathway was more enriched in GAS YC than in GAS YE (Figure 7B and Table 11). 

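In GAS of young mice the mean log2 fold change of YE/YC over the myogenesis list was 0.03 and the median -0.02. Camera placed the list lower in YE (adjusted p = 0.150), so the mean differs in sign from the median and the test. The ES was -0.244 (gene permutation adjusted p = 0.996), and the mean became -0.05 without GAS YC replicate 2, -0.003 without GAS YE replicate 1 and 0.11 without GAS YC replicate 3. Camera placed the list lower in YE at an adjusted p of 0.0149 without GAS YC replicate 2 and of 0.0285 without quantile normalization, where the mean was 0.0865, and of 0.951 without GAS YC replicate 3. By limma no gene passed over all genes, 11 had an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone. Tead4, which encodes a transcription factor of muscle differentiation, had a log2 fold change of -0.56 (adjusted p = 0.245), and Mef2d, another such factor, -0.30 (adjusted p = 0.908). The list of myogenic regulators averaged 0.00 (camera, adjusted p = 0.600).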

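In SOL of young mice the myogenesis list averaged a log2 fold change of -0.11 in YE/YC (camera, adjusted p = 0.000577; adjusted p = 0.20 with an estimated correlation). The ES was -0.457 (gene permutation adjusted p = 0.00161), and 128 of 200 genes had a value below 0. By limma no gene of it passed over all genes or when adjusted over the list alone, and 34 had an unadjusted p under 0.05. Ckb, which encodes the brain form of creatine kinase, had -0.56 (adjusted p = 0.150), Ncam1, which encodes an adhesion molecule of new fibers, -0.52 (adjusted p = 0.166) and Chrnb1, which encodes a subunit of the acetylcholine receptor, -0.38 (adjusted p = 0.218). For the list the difference between the effects of exercise in SOL and GAS averaged -0.14 (camera, adjusted p = 0.115).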

Similar to GAS, this pathway was also more enriched in SOL YC than in SOL YE (Figure 7C and Table 12). For the comparison between control and exercise in old groups, HALLMARK_MYOGENESIS pathway was more enriched in GAS OE than in GAS OC (Figure 7D and Table 9), whereas in SOL, it was more enriched in OC groups than in OE groups (Figure 7E and Table 12).

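In GAS of old mice the myogenesis list had a mean log2 fold change of -0.01 and a median of 0.04 in OE/OC. Camera placed it higher in OE (adjusted p = 0.327), so the mean differs in sign from the median and the test, and the ES was 0.267 (gene permutation adjusted p = 0.851). The mean was 0.005 without GAS OC replicate 4, 0.004 without GAS OC replicate 5, 0.03 without GAS OE replicate 2 and -0.0455 without GAS OE replicate 3. Fkbp1b, which encodes a stabilizer of the calcium release channel, had a log2 fold change of 0.21 (adjusted p = 0.939) and Ifrd1, a gene of muscle regeneration, -0.34 (adjusted p = 0.939). In SOL the list had a mean log2 fold change of 0.01 in OE/OC (camera, adjusted p = 0.822) and an ES of -0.148 (gene permutation adjusted p = 1.00), which differ in sign, and the mean was -0.02 without SOL OC replicate 4 or SOL OE replicate 1 and 0.03 without SOL OE replicate 3. Csrp3 and Ankrd2, which encode proteins that sense stretch, had -0.68 (adjusted p = 0.438) and -0.81 (adjusted p = 0.717). By limma no gene of the list passed in either muscle, over all genes or when adjusted over the list alone, and 15 in SOL and 8 in GAS had an unadjusted p under 0.05. Over the list, the log2 fold changes of OE/OC and OC/YC had correlations of -0.213 in SOL and -0.429 in GAS, beside -0.524 and -0.457 in simulated groups that share the OC libraries. The covariances were -0.0170 and -0.0622, beside -0.0318 and -0.0649.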

**Figure 7:**
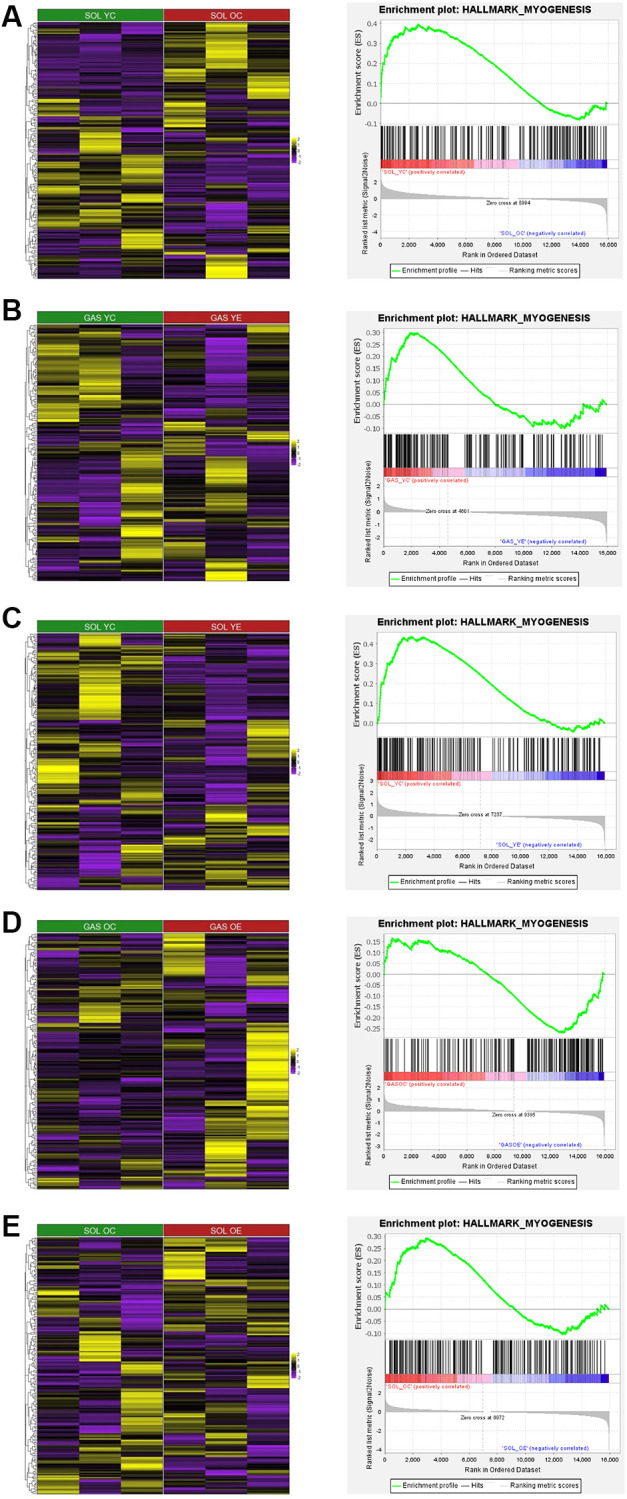
**Heatmap and GSEA results for HALLMARK_MYOGENESIS in “YC vs. OC”, “YC vs. YE”, and “OC vs. OE” in SOL and GAS.** The heatmap and enrichment plot between (**A**) SOL YC vs. SOL OC, (**B**) GAS YC vs. GAS YE, (**C**) SOL YC vs. SOL YE, (**D**) GAS OC vs. GAS OE, and (**E**) SOL OC vs. SOL OE. For the color of the heatmap, yellow indicates upregulated genes, and purple indicates downregulated genes. The significant results of GSEA other than HALLMARK_MYOGENESIS are listed in Tables 8–13.

**Table 10:** The results of GSEA (SOL YC vs. SOL OC).

**Group**	**Name**	**Size**	**ES**	**NES**	***p*.value**	**FDR**
**Enriched in SOL YC**					
1	HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	195	0.70	2.38	0	0
2	HALLMARK_ALLOGRAFT_REJECTION	186	0.59	1.98	0	0
3	HALLMARK_ANGIOGENESIS	36	0.67	1.86	0	0
4	HALLMARK_INTERFERON_GAMMA_RESPONSE	192	0.52	1.74	0	0.0008
5	HALLMARK_IL2_STAT5_SIGNALING	194	0.50	1.69	0	0.0027
6	HALLMARK_APICAL_JUNCTION	190	0.50	1.68	0	0.0026
7	HALLMARK_INTERFERON_ALPHA_RESPONSE	95	0.52	1.65	0	0.0034
8	HALLMARK_INFLAMMATORY_RESPONSE	189	0.48	1.61	0	0.0046
9	HALLMARK_IL6_JAK_STAT3_SIGNALING	83	0.51	1.61	0	0.0044
10	HALLMARK_KRAS_SIGNALING_UP	195	0.46	1.57	0.0010	0.0075
11	HALLMARK_COMPLEMENT	186	0.45	1.53	0.0010	0.0123
12	HALLMARK_COAGULATION	120	0.47	1.52	0.0044	0.0140
13	HALLMARK_APICAL_SURFACE	42	0.53	1.49	0.0184	0.0180
14	HALLMARK_HYPOXIA	193	0.40	1.36	0.0093	0.0869
15	HALLMARK_MTORC1_SIGNALING	199	0.40	1.36	0.0125	0.0891
16	HALLMARK_MYOGENESIS	198	0.40	1.33	0.0166	0.1123
17	HALLMARK_ESTROGEN_RESPONSE_EARLY	188	0.38	1.28	0.0491	0.1631
**Enriched in SOL OC**					
There was no geneset that satisfied the following criteria (*p* value < 0.05, FDR < 0.25)						

Size, the number of corresponding genes to gene sets. Abbreviations: ES: Enrichment Score; NES: Normalized Enrichment Score.

**Table 11:** The results of GSEA (GAS YC vs. GAS YE).

**Group**	**Name**	**Size**	**ES**	**NES**	***p*.value**	**FDR**
**Enriched in GAS YC**					
1	HALLMARK_G2M_CHECKPOINT	196	0.26	1.40	0	0.1262
2	HALLMARK_MYOGENESIS	198	0.30	1.36	0	0.0856
**Enriched in GAS YE**					
1	HALLMARK_OXIDATIVE_PHOSPHORYLATION	198	−0.60	−1.92	0	0
2	HALLMARK_INTERFERON_ALPHA_RESPONSE	95	−0.61	−1.86	0	0
3	HALLMARK_INTERFERON_GAMMA_RESPONSE	192	−0.55	−1.77	0	0
4	HALLMARK_FATTY_ACID_METABOLISM	149	−0.51	−1.63	0	0.0032
5	HALLMARK_BILE_ACID_METABOLISM	103	−0.50	−1.56	0	0.0097
6	HALLMARK_ADIPOGENESIS	199	−0.46	−1.49	0	0.0216
7	HALLMARK_CHOLESTEROL_HOMEOSTASIS	73	−0.45	−1.38	0.0346	0.0864
8	HALLMARK_XENOBIOTIC_METABOLISM	180	−0.42	−1.34	0.0101	0.1237

Size, the number of corresponding genes to gene sets. Abbreviations: ES: Enrichment Score; NES: Normalized Enrichment Score.

**Table 12:** The results of GSEA (SOL YC vs. SOL YE).

**Group**	**Name**	**Size**	**ES**	**NES**	***p*.value**	**FDR**
**Enriched in SOL YC**					
1	HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	195	0.63	2.45	0	0
2	HALLMARK_ANGIOGENESIS	36	0.65	1.92	0	0.0010
3	HALLMARK_MYOGENESIS	198	0.44	1.71	0	0.0050
4	HALLMARK_ALLOGRAFT_REJECTION	186	0.42	1.66	0	0.0079
5	HALLMARK_APICAL_JUNCTION	190	0.42	1.65	0	0.0067
6	HALLMARK_TNFA_SIGNALING_VIA_NFKB	195	0.42	1.64	0	0.0070
7	HALLMARK_INFLAMMATORY_RESPONSE	189	0.42	1.64	0	0.0065
8	HALLMARK_IL6_JAK_STAT3_SIGNALING	83	0.46	1.63	0.0063	0.0059
9	HALLMARK_TGF_BETA_SIGNALING	54	0.50	1.62	0.0034	0.0063
10	HALLMARK_UV_RESPONSE_DN	143	0.40	1.52	0.0015	0.0205
11	HALLMARK_HEDGEHOG_SIGNALING	36	0.50	1.52	0.0259	0.0191
12	HALLMARK_KRAS_SIGNALING_UP	195	0.38	1.50	0.0015	0.0212
13	HALLMARK_APICAL_SURFACE	42	0.47	1.45	0.0307	0.0333
14	HALLMARK_IL2_STAT5_SIGNALING	194	0.35	1.35	0.0159	0.0836
15	HALLMARK_COMPLEMENT	186	0.34	1.32	0.0246	0.1066
16	HALLMARK_HYPOXIA	193	0.33	1.30	0.0428	0.1215
**Enriched in SOL YE**					
1	HALLMARK_OXIDATIVE_PHOSPHORYLATION	198	−0.60	−2.62	0	0
2	HALLMARK_INTERFERON_ALPHA_RESPONSE	95	−0.57	−2.24	0	0
3	HALLMARK_ADIPOGENESIS	199	−0.48	−2.03	0	0
4	HALLMARK_INTERFERON_GAMMA_RESPONSE	192	−0.40	−1.71	0	0.0046
5	HALLMARK_FATTY_ACID_METABOLISM	149	−0.40	−1.63	0	0.0069
6	HALLMARK_MYC_TARGETS_V1	200	−0.34	−1.45	0	0.0383
7	HALLMARK_XENOBIOTIC_METABOLISM	180	−0.34	−1.45	0.0033	0.0329
8	HALLMARK_BILE_ACID_METABOLISM	103	−0.35	−1.37	0.0224	0.0588

Size, the number of corresponding genes to gene sets. Abbreviations: ES: Enrichment Score; NES: Normalized Enrichment Score.

**Table 13:** The results of GSEA (SOL OC vs. SOL OE).

**Group**	**Name**	**SIZE**	**ES**	**NES**	***p*.value**	**FDR**
**Enriched in SOL OC**					
1	HALLMARK_OXIDATIVE_PHOSPHORYLATION	198	0.42	1.81	0	0.0077
2	HALLMARK_TNFA_SIGNALING_VIA_NFKB	195	0.40	1.74	0	0.0093
3	HALLMARK_ANGIOGENESIS	36	0.54	1.73	0.0066	0.0074
4	HALLMARK_TGF_BETA_SIGNALING	54	0.48	1.70	0	0.0092
5	HALLMARK_UNFOLDED_PROTEIN_RESPONSE	112	0.37	1.48	0.0119	0.0389
6	HALLMARK_HYPOXIA	193	0.32	1.37	0.0103	0.0913
7	HALLMARK_MYOGENESIS	198	0.29	1.26	0.0191	0.1807
**Enriched in SOL OE**					
1	HALLMARK_ALLOGRAFT_REJECTION	186	−0.50	−1.88	0	0.0008
2	HALLMARK_INTERFERON_GAMMA_RESPONSE	192	−0.46	−1.73	0	0.0039
3	HALLMARK_INTERFERON_ALPHA_RESPONSE	95	−0.50	−1.71	0	0.0036
4	HALLMARK_COMPLEMENT	186	−0.36	−1.37	0.0161	0.2319
5	HALLMARK_KRAS_SIGNALING_UP	195	−0.36	−1.36	0.0213	0.1926

Size, the number of corresponding genes to gene sets. Abbreviations: ES: Enrichment Score; NES: Normalized Enrichment Score.

## DISCUSSION

Muscle fiber type interacts with aging and exercise; aging has a major impact on type II fibers in terms of atrophy, and exercise induces hypertrophy to a different extent depending on fiber type [2, 9]. As such, many researchers have scrutinized the interaction of muscle fiber type with aging and exercise. However, large sets of RNA-sequencing data have rarely been analyzed to clarify the relationship between these factors. Therefore, by utilizing such data and bioinformatics, we attempted in the current study to elucidate how the muscle fiber type interacts with aging and exercise at the genetic level.

### Effect of muscle fiber type on gene expression is greater than that of aging and exercise

PCA plots and heatmaps indicate that the separation by muscle fiber type is most conspicuous among the clusters by muscle fiber type, aging, and exercise. For separation by fiber type, SOL was divided from GAS by PC1 (69.2% of total variance) (Figure 1B). Prior studies performing PCA confirmed that the gene expression of fast-twitch muscles is different from that of slow-twitch muscles by PC1 (46% of total variance) [27], which our findings are compatible with. However, although both EDL and psoas are mainly composed of fast-twitch fibers, EDL exhibited clear separation from psoas by PC2, accounting for 27% of the total variance [27]. This result suggests that in addition to muscle fiber type distribution, other factors may have a significant effect on gene expression. Since the whole muscle lysates used in this study may include blood vessels, connective tissues, and nerves in addition to muscle fibers, EDL may display different gene expression patterns from psoas owing to differences in these factors. Therefore, to elucidate the effects of muscle fiber type on gene expression more clearly, microgenomic profiles, such as single-cell sample analysis, may have to be performed [28]. After the muscle fiber type, clusters by aging were the most prominent. The young and old groups were noticeably separated by PC2 (5.5%) (Figure 1C). In addition, previous data have shown that metabolomics datasets are remarkably clustered into young and old groups [29], which our results agree with.

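The scores of PC2 were compared between exercised and control mice of each age. With SOL and GAS averaged, they did not pass in young mice (3 against 3; two-sided exact permutation test, p = 0.8) or old mice (exact permutation test, p = 0.7), where the smallest p this design allows is 0.1.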

In the current study, the exercise groups were not clearly divided (Figure 1B, 1C). According to previous research performing PCA, microarray data were prominently separated into exercise and sedentary groups [30]. Presumably, these conflicting results between our study and the one performed previously may stem from the differences in the period of exercise intervention and tissues used in gene expression analysis. For the period of exercise, our protocol required 4 weeks, while exercise intervention in the prior study lasted for 7 weeks. To determine whether exercise for 4 weeks is long enough to elicit the differences in gene expression profiles, further research should be conducted. Furthermore, the experiment in our study relied on skeletal muscles such as SOL and GAS, whereas the left ventricle was utilized in the previous research [30]. To identify whether the cardiac muscle is more responsive than SOL and GAS when intervening with the same exercise regimen, a follow-up study is needed.

### Common DEGs with aging are related to apoptosis, circadian rhythm, and immune signaling

We performed DEG analysis in SOL and GAS to elucidate the differences due to aging. 

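Cidea (gene ID 12683) lies on chromosome 18 from 67343564 to 67367794 of GRCm38.p6 and encodes a protein of lipid droplets that can also promote cell death. In SOL it rose from 4.60 ± 0.220 FPKM in young controls to 7.44 ± 0.636 FPKM in old controls (SD, n = 3), a log2 fold change of 0.67 (standard error 0.07, adjusted p = 0.00431) from limma. In GAS it was near the lower end of the measured values, at 0.309 ± 0.295 FPKM in young controls and 1.04 ± 0.296 FPKM in old controls (SD, n = 3). The log2 fold change in GAS was 0.66 (standard error 0.35, adjusted p = 0.575) and did not pass. The difference between the age effects in SOL and GAS was 0.01 (standard error 0.36, adjusted p = 1.00).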

There were 29 common DEGs that were associated with aging (Figure 2C), of which cell death-inducing DNA fragmentation factor alpha like effector A (*Cidea*) was upregulated in both SOL and GAS with age (Table 1). *Cidea* has been confirmed to be involved in apoptosis and lipid metabolism [31–33]. In the skeletal muscle of rats, apoptotic signaling was enhanced, and *Cidea* expression was significantly increased after burn injury [31]. For lipid metabolism, *Cidea*-knockout mice have a lean phenotype, whereas mice with induced transgenic expression of *Cidea* exhibit a healthy obese phenotype [32, 33]. Although it has been confirmed that *Cidea* expression is decreased by aging in adipose tissue [34], it is not known whether *Cidea* expression changes with aging in skeletal muscle. To clarify what influence the alteration of *Cidea* expression in skeletal muscles has on phenotype, further studies are necessary. In addition, collagen genes (*Col1a1, Col1a2, Col3a1, Col4a2, Col5a1, Col5a2, Col5a3*, and *Col6a1*) were downregulated in both SOL and GAS with aging. 

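Collagens form the fibers and sheets of the matrix around muscle fibers. Col1a1 (gene ID 12842, chromosome 11 from 94936224 to 94953042 of GRCm38.p6) encodes a chain of type I collagen. It fell from 73.2 ± 28.1 FPKM in SOL YC to 13.4 ± 7.10 FPKM in SOL OC (SD, n = 3), a log2 fold change of -2.49 (standard error 0.44, adjusted p = 0.0187). Col3a1 (gene ID 12825, chromosome 1 from 45311538 to 45349706) encodes type III collagen. It fell from 48.4 ± 6.08 to 9.93 ± 2.90 FPKM (SD, n = 3), a log2 fold change of -2.26 (standard error 0.32, adjusted p = 0.0114). In SOL Col1a2 had a log2 fold change of -2.0 (adjusted p = 0.0326), Col5a3 one of -1.43 (adjusted p = 0.0138), Col6a1 one of -1.41 (adjusted p = 0.0129) and Col22a1 one of -1.37 (adjusted p = 0.0386). In GAS the log2 fold change was -1.40 (adjusted p = 0.191) for Col1a1 and -1.29 (adjusted p = 0.121) for Col3a1, and neither passed. A list of 43 collagen and matrix genes, written before the files were seen, averaged -0.95 in SOL OC/YC (camera, adjusted p = 4.70e-28; adjusted p = 0.402 with an estimated correlation). All 43 genes had a value below 0. In SOL 24 of them fell at an adjusted p under 0.05 and 35 when adjusted over the list alone. In GAS OC/YC the list averaged -0.36 (camera, adjusted p = 5.43e-11; adjusted p = 0.413 with an estimated correlation), and 35 of 43 genes were below 0. No gene of the list passed in GAS over all genes, 21 had an unadjusted p under 0.05, and 17 fell when adjusted over the list alone. Markers of other cell types were lower in SOL OC too. A list of 16 fibroblast and tendon genes, 2 of them also in the collagen list, averaged -0.80 (camera, adjusted p = 2.25e-08; adjusted p = 0.402 with an estimated correlation), with means of 4.44, 5.04 and 4.29 in the SOL YC libraries and 3.73, 3.55 and 4.08 in SOL OC. A list of 13 endothelial genes averaged -0.32 (camera, adjusted p = 3.79e-05; adjusted p = 0.531 with an estimated correlation) and the macrophage and MHC class II list -0.48 (camera, adjusted p = 2.34e-05; adjusted p = 0.821 with an estimated correlation). Serpinh1, the chaperone of collagen folding, fell by 1.23 in SOL (adjusted p = 0.00345). In SOL, without OC replicate 3, OC replicate 4 or YC replicate 2, the adjusted p was 0.0673, 0.0572 and 0.0602 for Col1a1, 0.0984, 0.0950 and 0.0934 for Col1a2 and 0.113, 0.108 and 0.116 for Col22a1, and without YC replicate 1 it was 0.0654 for Col1a2 and 0.0812 for Col22a1.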

Prior studies also observed that the concentration of collagen was decreased by aging [35, 36].

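Dbp (gene ID 13170) lies on chromosome 7 from 45705100 to 45710203 of GRCm38.p6 and encodes a transcription factor whose level follows the clock. It fell from 63.6 ± 5.64 FPKM in SOL YC to 37.8 ± 2.29 FPKM in SOL OC (SD, n = 3), a log2 fold change of -0.75 (standard error 0.12, adjusted p = 0.0147) from limma. In GAS its log2 fold change was -0.61 (standard error 0.14, adjusted p = 0.156), which did not pass. Nr1d1 (gene ID 217166, chromosome 11 from 98767932 to 98775377) encodes a nuclear receptor that represses clock genes. It fell from 74.8 ± 6.24 to 25.6 ± 3.00 FPKM in SOL (SD, n = 3), a log2 fold change of -1.54 (standard error 0.24, adjusted p = 0.0129), and had -1.06 (standard error 0.19, adjusted p = 0.0901) in GAS. Cry1 and Cry2, which encode repressors of the clock, had log2 fold changes of 0.49 (adjusted p = 0.0145) and 0.61 (adjusted p = 0.0112) in SOL. The time of day at which the mice were killed is not in the labels. The call of Cry1 was lost without OC replicate 3 or YC replicate 2 (adjusted p = 0.0515 and 0.0524), and Nr1d1 passed in GAS without OC replicate 3 (adjusted p = 0.0446).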

D-box-binding PAR BZIP transcription factor (*Dbp*) and *Nr1d1* (also known as Rev-erb-alpha) were downregulated in both SOL and GAS and are referred to as “clock-controlled genes” (Table 1). Considering that reduced *Dbp* expression is correlated with the early aging phenotype in mice [37], there seems to be an interaction between *Dbp* and aging. Furthermore, overexpression of *Nr1d1* increases mitochondrial function and exercise capacity [38]. In contrast, the deficiency of *Nr1d1* leads to the upregulation of atrophy-related genes and increases skeletal muscle atrophy [39]. As we have confirmed here that *Nr1d1* expression is decreased in skeletal muscles owing to aging (Table 1), further investigation is needed to scrutinize the interaction between *Nr1d1* and muscle atrophy induced by aging. However, circadian genes exhibit differences in expression depending on the timing of measurement, tissues, and species [40]; therefore, it is necessary to consider these factors as well.

*Cd74* and *Tyrobp* (also known as *Dap12*) display different expression patterns between SOL and GAS by the effect of aging (Table 1). Importantly, these genes are involved in immune functions. Migration inhibitory factor (the primary ligand of *Cd74*) knockout mice reported to have lived markedly longer than control mice [41]. *Tyrobp* is mainly expressed on innate immune cells, including monocytes, neutrophils, dendritic cells (DCs), and natural killer (NK) cells [42]. Because *Cd74* and *Tyrobp* were barely addressed in terms of aging and exercise effects, it is meaningful to determine whether the differences in their expression between SOL and GAS elicit dissimilar characteristics of immune function.

### Common DEGs with exercise are associated with circadian rhythm and insulin signaling in young groups and hemoglobin subunit in old groups

In young groups, there were two DEGs commonly expressed owing to exercise: *Nr1d1* and *Pi3kr1* (Table 2). In our study, *Nr1d1* expression was downregulated in both SOL and GAS (Table 2). However, as prior research has shown that acute exercise increases *Nr1d1* expression [43], our findings seem to contradict these previous data. Putatively, these inconsistent results may be due to differences in the exercise period (acute vs. chronic). Considering that *Nr1d1* has a positive correlation with mitochondrial function and oxidative capacity in skeletal muscles, the increase in *Nr1d1* expression by acute exercise may be due to the need to temporarily improve mitochondrial function. On the other hand, the reason chronic exercise increases *Nr1d1* expression may be because chronic exercise increases oxidative capacity so the exercise group can possibly maintain homeostasis without the influence of *Nr1d1*. Nonetheless, the correlation between *Nr1d1* and exercise period remains to be explored. *Pi3kr1* displayed different expression patterns in SOL and GAS as a result of exercise (Table 2). For instance, *Pi3kr1* expression was upregulated in SOL and downregulated in GAS (Table 2). According to a previous study, *Pi3kr1* is indispensable for insulin signaling, and the selective deletion of *Pi3kr1* augmented insulin sensitivity in fast-twitch muscle (EDL) but not in SOL [44]. As the effect of exercise on glucose uptake differs depending on muscle fiber type composition [45], further research is warranted to determine whether the differences in *Pi3kr1* expression partially contribute to the differences in insulin resistance according to muscle fiber type.

In old groups with exercise, common DEGs included *Pnpla3* and *Hbb-b1* (Table 3). *Pnpla3* expression was upregulated in both SOL and GAS (Table 3). However, as *Pnpla3* is mainly located in the liver and retina [46], the alteration of *Pnpla3* expression in skeletal muscle does not seem to be important. *Hbb-b1*, on the other hand, showed different patterns between SOL and GAS (Table 3). With exercise, *Hbb-b1* expression was upregulated in SOL and downregulated in GAS (Table 3). *Hbb-b1* is linked to the formation of hemoglobin, and the mutation of *Hbb-b1* is associated with abnormal oxygen transportation [47]. As *Hbb-b1* is involved in oxygen transportation and exhibits the most prominent differences between SOL and GAS, further studies should be conducted to clarify the interaction between this protein and muscle fiber type.

### Differences in metabolism according to muscle fiber type and significant upregulation of BCAA degradation in SOL compared to that in GAS

To identify the differences between SOL and GAS, we performed GO analysis using DEGs between these two muscle types. For GO and KEGG pathways in all age groups, fatty acid metabolism was upregulated in SOL, while gene sets associated with glucose metabolism were downregulated (Figure 5A–5D and Tables 4–7). Considering that the enzyme activities of fatty acid metabolism are higher in slow-twitch muscle than in fast-twitch muscle and that glucose metabolism is invigorated in fast-twitch muscle [48], our findings are compatible with those shown previously. For the KEGG pathway in young groups, the valine, leucine, and isoleucine degradation pathways were significantly upregulated in SOL (Figure 5B and Table 5). 

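In old controls the degradation of branched-chain amino acids was also higher in SOL. At an adjusted p under 0.05, 14 of the 23 listed genes were higher and 1 was lower in SOL OC than in GAS OC, and 15 and 1 when adjusted over the list alone. Mccc1, which encodes a carboxylase of leucine breakdown, had a log2 fold change of 0.54 (adjusted p = 2.30e-05), Ivd one of 0.82 (adjusted p = 4.03e-05) and Abat one of 1.09 (adjusted p = 1.80e-05). The list averaged 0.36 (camera, adjusted p = 0.00169; adjusted p = 0.830 with an estimated correlation). In SOL of young mice, the list averaged a log2 fold change of 0.15 in YE/YC (camera, adjusted p = 8.08e-12; adjusted p = 0.161 with an estimated correlation), with no gene past the test over all genes by limma, 14 at an unadjusted p under 0.05 and 11 higher when adjusted over the list alone.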

Considering that branched-chain amino acid (BCAA) catabolism leads to a decrease in myofiber size [49], there is a need to study whether the difference in BCAA degradation elicits different patterns of atrophy based on muscle fiber type.

### Necessity for different interventions depending on the muscle fiber type due to different patterns of apoptosis and myogenesis with aging

In fast-twitch muscle, our results showed that the apoptotic pathway was significantly enriched in the old group compared to the young group (Figure 6A and Table 8), whereas no significant difference was observed with aging in terms of myogenesis. Considering that the muscle mass-to-body weight ratio is decreased in fast-twitch muscle with age [50], the cause of atrophy may be largely owing to changes in the apoptotic process due to aging, not myogenesis. Unlike GAS, no significant difference in the apoptotic process due to aging was seen in SOL, while myogenesis was significantly enriched in the young group compared to the old group (Figure 7A). According to a prior study, the cross-sectional area of slow-twitch muscles, such as SOL, is decreased by aging in rats [51]. Given the results of our study, atrophy of slow-twitch muscle may primarily result from the alteration of myogenesis with age and not from the change in apoptosis. As the cause of atrophy by aging seems to differ depending on muscle fiber type composition, appropriate intervention according to fiber type should be considered. As the interaction between aging-induced atrophy and muscle fiber type has rarely been investigated regarding both apoptosis and myogenesis, further research is needed to clarify the differences in these two processes by aging depending on fiber type at the cellular level.

### Mitigation of apoptosis and augmentation of myogenesis in old groups by chronic aerobic exercise in GAS but not in SOL

We found that exercise intervention for 4 weeks had different effects on the apoptosis and myogenesis depending on the muscle fiber type. In old groups, the apoptotic pathway was significantly enriched in the sedentary control compared to the exercise group in GAS (Figure 6B and Table 9), whereas no significant difference was seen in SOL. Our results are consistent with the results of previous research, which show that exercise significantly attenuates apoptosis in fast-twitch muscle but not in slow-twitch [52]. According to prior study, age-related muscle atrophy mainly relies on intrinsic apoptotic pathway and this process are different between slow and fast-twitch muscle [51, 53–56]. In detail, caspase-9, which is a key molecule in the intrinsic apoptotic pathway, were significantly up-regulated in fast-twitch muscle by aging, whereas were not in slow-twitch muscle [50]. Since it has been not determined whether chronic exercise results in down-regulation of apoptosis by modulating the amount and activity of caspase-9 in fast-twitch muscle, further study need to be performed.

In the young groups, there was no significant difference due to exercise in either SOL or GAS. Previous research has shown that chronic exercise induces different apoptotic processes depending on the muscle fiber type in 4-week-old rats [57]. Putatively, the difference in our results with those found previously may be due to the differences in the type of exercise (concentric vs. eccentric). The exercise protocol in the prior study relied on eccentric exercise by decreasing the slope of the treadmill [57], while our protocol calls for a 6° incline. As eccentric exercise elicits more muscle damage than concentric exercise [58], previous studies using eccentric exercise may have exhibited more conspicuous differences in the apoptotic process depending on muscle fiber type than our current study. Whether these conflicting results stem from the differences in the type of exercise remains to be investigated.

In the old groups, myogenesis was more enriched in exercise groups than in the sedentary control in GAS (Figure 7D and Table 9), whereas there were no significant differences seen in SOL. Our results are consistent with those shown previously where 8 weeks of treadmill exercise significantly increase the level of the myogenin, transcription factor involved in myogenesis, in fast-twitch muscle but not in slow-twitch muscle in aged rats [59]. Considering that myogenesis is involved in muscle regeneration [60], a follow-up study should be performed to identify whether chronic treadmill exercise enhances the regenerative capacity of fast-twitch muscles more so than slow-twitch muscles in old groups.

In the young groups, myogenesis was not more enriched in the exercise group than in the sedentary group in both SOL and GAS (Figure 7B, 7C, Tables 11 and 13). According to a previous study, treadmill exercise for 13 weeks doesn’t induce to significant increase in myogenic clones of GAS in young group, whereas myogenic clones was significantly elevated in old group [61]. Therefore, aerobic exercise can mitigate the decrease in myogenesis by aging, but does not seem to up-regulate myogenic pathway more actively in young group. Since there are not many studies done in this regard, further studies are needed to clarify. Taken together, future related studies should be mindful that the interaction of muscle fiber type with aging and exercise is relevant with respect to apoptosis and myogenesis.

## CONCLUSION

There is a myriad of conflicting results from studies on exercise and aging. As research scientists, we are obligated to identify the causes of inconsistent outcomes in scientific experiments. In this study, we demonstrated that gene expression patterns differ significantly according to muscle fiber type (slow-twitch vs. fast-twitch), making it imperative that this be considered when investigating exercise and aging. Furthermore, to contribute to taking a step closer to a unanimous conclusion, elucidating how exercise frequency, intensity, time, type, and intervention period interact with muscle fiber type distribution would be invaluable.

This study has limitation. SOL and GAS exhibits different activation patterns with increasing demands of force and speed [62]. In detail, as exercise intensity increased, the EMG amplitude ratios of SOL to GAS decreased [62]. Thus, in order to exclude mechanical differences, exercise is performed at an intensity that induced the same level of activation of SOL and GAS.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE198266 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198266).

## MATERIALS AND METHODS

### Animals

All procedures were based on previously published data [63]. Briefly, the 9-week-old C57BL/6 young male mice and 84-week-old mice were purchased from Central Lab. The groups were divided into young control (YC), young exercise (YE), old control (OC), and old exercise (OE) groups. Mice were individually housed in standard conditions with food and water ad libitum. Each group comprised three mice and all mice were subjected to RNA sequencing analysis. Details on animal care were provided in a previous study [63].

### Exercise protocol

Before 4 weeks of treadmill exercise, adaptation exercise was conducted once a day for 3 days. Mice were familiarized with the treadmill for 15 min/session at a 0 m/min for 3 min, 5 m/min for 2 min and 8 m/min for 10 min and 6° incline. In 4 weeks of treadmill exercise, mice allocated to perform treadmill running were subject to 6° incline and for warm up, 2 min speed of 0 m/min, speed of 5 m/min, 8 m/min, 10 m/min for 1 min each, and then 12 m/min for 30 min at first week, 2 m/min were increased every week, and cool down at 5 m/min for 2 min for 1 session (37 min). 2 session/day were performed. Between the session, there were at least 1 h break time was given.

### SOL and GAS RNA extraction

All procedures were based on a previous study [63]. Briefly, total RNA was extracted from SOL and GAS of mice using a total RNA extraction kit (Ribozol, Amresco) following the manufacturer’s protocol. The remaining processes, including cDNA synthesis, check for purity and integrity were presented in previously published data [63].

### RNA-Seq library preparation and sequencing

Total RNA concentration was calculated by Quant-IT RiboGreen (Invitrogen, #R11490). To assess the integrity of the total RNA, samples are run on the TapeStation RNA screentape (Agilent, #5067–5576). Only high-quality RNA preparations, with RIN greater than 7.0, were used for RNA library construction. A library was independently prepared with 1ug of total RNA for each sample by Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, Inc., San Diego, CA, USA, #RS-122-2101). The first step in the workflow involves purifying the poly-A containing mRNA molecules using poly-T-attached magnetic beads. Following purification, the mRNA is fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments are copied into first strand cDNA using SuperScript II reverse transcriptase (Invitrogen, #18064014) and random primers. This is followed by second strand cDNA synthesis using DNA Polymerase I, RNase H and dUTP. These cDNA fragments then go through an end repair process, the addition of a single ‘A’ base, and then ligation of the adapters. The products are then purified and enriched with PCR to create the final cDNA library. The libraries were quantified using KAPA Library Quantification kits for Illumina sequencing platforms according to the qPCR Quantification Protocol Guide (KAPA BIOSYSTEMS, #KK4854) and qualified using the TapeStation D1000 ScreenTape (Agilent Technologies, #5067–5582). Indexed libraries were then submitted to an Illumina NovaSeq (Illumina, Inc., San Diego, CA, USA), and the paired-end (2 × 100 bp) sequencing was performed by the Macrogen Incorporated.

### Data pre-processing and quality check

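The deposited table holds the FPKM and the normalized value of every gene in each of the 24 libraries. Adding 1 to the FPKM, taking log2 and quantile normalizing all 24 libraries together gave the deposited normalized values to within 5e-09 on the log2 scale. SOL and GAS, with different sets of abundant transcripts, were therefore set to 1 common distribution. The FPKM summed to 386616 to 449858 in the SOL libraries and 483898 to 521160 in the GAS libraries, and 15595 to 15989 genes in SOL and 15217 to 15704 in GAS had an FPKM above 0.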

Raw data (FPKM) were processed using the Bioconductor preprocessCore package with default parameters for filtering, signal +1 and logarithm transformation, and quantile normalization [64]. DEG analysis was performed using fold change calculation and the Bioconductor genefilter package [65].

### Bioinformatics tools

#### PCA analysis, heatmap, and Venn diagram

PCA was performed using the built-in R function prcomp() [66]. The Github ggbiplot and ggplot2 packages were used to plot a PCA graph [67]. Pre-processed data were used for PCA. The Bioconductor ComplexHeatmap package was utilized to create a heatmap [68]. For the heatmap in Figure 1, pre-processed data were screened based on the following criteria: After the median value and standard deviation (SD) for each gene were calculated using the *log*_2_ expression value, genes with a median value of <5 and SD of the bottom 25% were excluded from the analysis. 

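Of the 18795 genes, 1644 had a median normalized value of at least 5. Of these, 1233 had an SD above the first quartile of the SDs of the 1644 genes, and 1605 had one above that of all genes.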

Of the 18,795 total genes, 1268 passed this screening. For the heatmap representing the results of GSEA, the data were quantile normalized without performing signal + 1 and logarithm transformation. The Venny 2.1 online service was used to create a Venn diagram [69].

#### DEG analysis

DEGs were identified using the Bioconductor gene filter package in R [65]. To test whether there was a statistically significant difference between the groups, an independent *t*-test was applied to each gene of the pre-processed data. The statistical threshold for significance was a *p*-value < 0.05 and fold change >1.5 for DEGs derived from SOL OC/YC, SOL OE/OC, SOL YE/YC, GAS OC/YC, GAS OE/OC, and GAS YE/YC. The DEGs originating from SOL OC/GAS OC, SOL OE/GAS OE, SOL YC/GAS YC, and SOL YE/GAS YE were applied to *p*-value < 0.05 and fold change >2.0.

#### GO and KEGG pathway enrichment analysis

Functional annotation analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) and KEGG. The criteria for statistically significant GO terms and KEGG pathways were FDR-corrected *p*-values < 0.05. To visualize the results of the enrichment analysis, the GOplot in R was utilized [70]. To facilitate interpretation, the z-score was calculated using the following formula:

$$\text{z}-\text{score}=\frac{\left(the\;number\;of\;upregulated\;genes)-(the\;number\;of\;downregulated\;genes\right)}{\sqrt{Total\;number\;of\;genes}}$$

#### GSEA

GSEA is a computational method that determines whether a priori defined set of genes shows statistically significant, concordant differences between two biological states. A gene set that satisfied *p*-value < 0.05 and FDR <0.25 was determined to be significant. “Mouse_Gene_Symbol_Remapping_ Human_Orthologs_MsigDB.v7.4.chip” was used as the chip platform. We conducted GSEA for SOL OC/YC, SOL OE/OC, SOL YE/YC, GAS OC/YC, GAS OE/OC, and GAS YE/YC.

## Supplementary Materials

Supplementary Tables

## References

[1] Zierath JR, Hawley JA. Skeletal muscle fiber type: influence on contractile and metabolic properties. PLoS Biol. 2004; 2:e348. 10.1371/journal.pbio.002034815486583PMC521732

[2] Murgia M, Toniolo L, Nagaraj N, Ciciliot S, Vindigni V, Schiaffino S, Reggiani C, Mann M. Single Muscle Fiber Proteomics Reveals Fiber-Type-Specific Features of Human Muscle Aging. Cell Rep. 2017; 19:2396–409. 10.1016/j.celrep.2017.05.05428614723

[3] Brunner F, Schmid A, Sheikhzadeh A, Nordin M, Yoon J, Frankel V. Effects of aging on Type II muscle fibers: a systematic review of the literature. J Aging Phys Act. 2007; 15:336–48. 10.1123/japa.15.3.33617724398

[4] Grimby G. Muscle performance and structure in the elderly as studied cross-sectionally and longitudinally. J Gerontol A Biol Sci Med Sci. 1995; 50:17–22. 10.1093/gerona/50a.special_issue.177493212

[5] Gaitán JM, Moon HY, Stremlau M, Dubal DB, Cook DB, Okonkwo OC, van Praag H. Effects of Aerobic Exercise Training on Systemic Biomarkers and Cognition in Late Middle-Aged Adults at Risk for Alzheimer's Disease. Front Endocrinol (Lausanne). 2021; 12:660181. 10.3389/fendo.2021.66018134093436PMC8173166

[6] Yoon KJ, Zhang D, Kim SJ, Lee MC, Moon HY. Exercise-induced AMPK activation is involved in delay of skeletal muscle senescence. Biochem Biophys Res Commun. 2019; 512:604–10. 10.1016/j.bbrc.2019.03.08630910357

[7] Hwang MH, Sim YJ. Vascular Endothelial Dysfunction and Exercise in Metabolic Syndrome Patients. Korean J Obes. 2015; 24:126–31. 10.7570/kjo.2015.24.3.126

[8] Miklosz A, Baranowski M, Lukaszuk B, Zabielski P, Chabowski A, Gorski J. Effect of acute exercise on mRNA and protein expression of main components of the lipolytic complex in different skeletal muscle types in the rat. J Physiol Pharmacol. 2019; 70:425–33. 10.26402/jpp.2019.3.0931539888

[9] Shen F, Zhao Y, Ding W, Liu K, Ren X, Zhang Q, Yu J, Hu Y, Zuo H, Guo M, Jin L, Gong M, Wu W, et al. Autonomous climbing: An effective exercise mode with beneficial outcomes of aerobic exercise and resistance training. Life Sci. 2021; 265:118786. 10.1016/j.lfs.2020.11878633221346

[10] Liu Y, Schlumberger A, Wirth K, Schmidtbleicher D, Steinacker JM. Different effects on human skeletal myosin heavy chain isoform expression: strength vs. combination training. J Appl Physiol (1985). 2003; 94:2282–8. 10.1152/japplphysiol.00830.200212736190

[11] Malisoux L, Francaux M, Nielens H, Theisen D. Stretch-shortening cycle exercises: an effective training paradigm to enhance power output of human single muscle fibers. J Appl Physiol (1985). 2006; 100:771–9. 10.1152/japplphysiol.01027.200516322375

[12] Andersen JL, Klitgaard H, Bangsbo J, Saltin B. Myosin heavy chain isoforms in single fibres from m. vastus lateralis of soccer players: effects of strength-training. Acta Physiol Scand. 1994; 150:21–6. 10.1111/j.1748-1716.1994.tb09655.x8135120

[13] Luden N, Hayes E, Minchev K, Louis E, Raue U, Conley T, Trappe S. Skeletal muscle plasticity with marathon training in novice runners. Scand J Med Sci Sports. 2012; 22:662–70. 10.1111/j.1600-0838.2011.01305.x21477203

[14] Jansson E, Sjödin B, Tesch P. Changes in muscle fibre type distribution in man after physical training. A sign of fibre type transformation? Acta Physiol Scand. 1978; 104:235–7. 10.1111/j.1748-1716.1978.tb06272.x716974

[15] Augusto V, Padovani CR, Campos GER. Skeletal Muscle Fiber Types in C57BL6J Mice. J Morphol Sci. 2004; 21:89–94.

[16] Faitg J, Leduc-Gaudet JP, Reynaud O, Ferland G, Gaudreau P, Gouspillou G. Effects of Aging and Caloric Restriction on Fiber Type Composition, Mitochondrial Morphology and Dynamics in Rat Oxidative and Glycolytic Muscles. Front Physiol. 2019; 10:420. 10.3389/fphys.2019.0042031114501PMC6503296

[17] Fujiwara K, Asai H, Toyama H, Kunita K, Yaguchi C, Kiyota N, Tomita H, Jacobs JV. Changes in muscle thickness of gastrocnemius and soleus associated with age and sex. Aging Clin Exp Res. 2010; 22:24–30. 10.1007/BF0332481119920407

[18] Lindwall C, Kanje M. Retrograde axonal transport of JNK signaling molecules influence injury induced nuclear changes in p-c-Jun and ATF3 in adult rat sensory neurons. Mol Cell Neurosci. 2005; 29:269–82. 10.1016/j.mcn.2005.03.00215911351

[19] McKenzie MJ, Goldfarb AH, Kump DS. Gene response of the gastrocnemius and soleus muscles to an acute aerobic run in rats. J Sports Sci Med. 2011; 10:385–92. 24149887PMC3761848

[20] Koçtürk S, Kayatekin BM, Resmi H, Açikgöz O, Kaynak C, Ozer E. The apoptotic response to strenuous exercise of the gastrocnemius and solues muscle fibers in rats. Eur J Appl Physiol. 2008; 102:515–24. 10.1007/s00421-007-0612-718030491

[21] Ogborn DI, Gardiner PF. Effects of exercise and muscle type on BDNF, NT-4/5, and TrKB expression in skeletal muscle. Muscle Nerve. 2010; 41:385–91. 10.1002/mus.2150319813200

[22] Tarawan VM, Gunadi JW, Setiawan, Lesmana R, Goenawan H, Meilina DE, Sipayung JA, Wargasetia TL, Widowati W, Limyati Y, Supratman U. Alteration of Autophagy Gene Expression by Different Intensity of Exercise in Gastrocnemius and Soleus Muscles of Wistar Rats. J Sports Sci Med. 2019; 18:146–54. 30787662PMC6370963

[23] Toth MJ, Callahan DM, Miller MS, Tourville TW, Hackett SB, Couch ME, Dittus K. Skeletal muscle fiber size and fiber type distribution in human cancer: Effects of weight loss and relationship to physical function. Clin Nutr. 2016; 35:1359–65. 10.1016/j.clnu.2016.02.01627010836PMC6411286

[24] Tanner CJ, Barakat HA, Dohm GL, Pories WJ, MacDonald KG, Cunningham PR, Swanson MS, Houmard JA. Muscle fiber type is associated with obesity and weight loss. Am J Physiol Endocrinol Metab. 2002; 282:E1191–6. 10.1152/ajpendo.00416.200112006347

[25] Oberbach A, Bossenz Y, Lehmann S, Niebauer J, Adams V, Paschke R, Schön MR, Blüher M, Punkt K. Altered fiber distribution and fiber-specific glycolytic and oxidative enzyme activity in skeletal muscle of patients with type 2 diabetes. Diabetes Care. 2006; 29:895–900. 10.2337/diacare.29.04.06.dc05-185416567834

[26] Kwak HB. Skeletal Muscle Mitochondria and Insulin Resistance: The Role of Exercise. Korean J Obes. 2015; 24:78–86. 10.7570/kjo.2015.24.2.78

[27] Hettige P, Tahir U, Nishikawa KC, Gage MJ. Comparative analysis of the transcriptomes of EDL, psoas, and soleus muscles from mice. BMC Genomics. 2020; 21:808. 10.1186/s12864-020-07225-233213377PMC7678079

[28] Brandt SP. Microgenomics: gene expression analysis at the tissue-specific and single-cell levels. J Exp Bot. 2005; 56:495–505. 10.1093/jxb/eri06615642711

[29] Uchitomi R, Hatazawa Y, Senoo N, Yoshioka K, Fujita M, Shimizu T, Miura S, Ono Y, Kamei Y. Metabolomic Analysis of Skeletal Muscle in Aged Mice. Sci Rep. 2019; 9:10425. 10.1038/s41598-019-46929-831320689PMC6639307

[30] Strøm CC, Aplin M, Ploug T, Christoffersen TE, Langfort J, Viese M, Galbo H, Haunsø S, Sheikh SP. Expression profiling reveals differences in metabolic gene expression between exercise-induced cardiac effects and maladaptive cardiac hypertrophy. FEBS J. 2005; 272:2684–95. 10.1111/j.1742-4658.2005.04684.x15943803

[31] Duan H, Chai J, Sheng Z, Yao Y, Yin H, Liang L, Shen C, Lin J. Effect of burn injury on apoptosis and expression of apoptosis-related genes/proteins in skeletal muscles of rats. Apoptosis. 2009; 14:52–65. 10.1007/s10495-008-0277-719009350

[32] Abreu-Vieira G, Fischer AW, Mattsson C, de Jong JM, Shabalina IG, Rydén M, Laurencikiene J, Arner P, Cannon B, Nedergaard J, Petrovic N. Cidea improves the metabolic profile through expansion of adipose tissue. Nat Commun. 2015; 6:7433. 10.1038/ncomms843326118629

[33] Zhou Z, Yon Toh S, Chen Z, Guo K, Ng CP, Ponniah S, Lin SC, Hong W, Li P. Cidea-deficient mice have lean phenotype and are resistant to obesity. Nat Genet. 2003; 35:49–56. 10.1038/ng122512910269

[34] Rogers NH, Landa A, Park S, Smith RG. Aging leads to a programmed loss of brown adipocytes in murine subcutaneous white adipose tissue. Aging Cell. 2012; 11:1074–83. 10.1111/acel.1201023020201PMC3839316

[35] Couppé C, Hansen P, Kongsgaard M, Kovanen V, Suetta C, Aagaard P, Kjaer M, Magnusson SP. Mechanical properties and collagen cross-linking of the patellar tendon in old and young men. J Appl Physiol (1985). 2009; 107:880–6. 10.1152/japplphysiol.00291.200919556458

[36] Haut RC, Lancaster RL, DeCamp CE. Mechanical properties of the canine patellar tendon: some correlations with age and the content of collagen. J Biomech. 1992; 25:163–73. 10.1016/0021-9290(92)90273-41733992

[37] Gachon F, Olela FF, Schaad O, Descombes P, Schibler U. The circadian PAR-domain basic leucine zipper transcription factors DBP, TEF, and HLF modulate basal and inducible xenobiotic detoxification. Cell Metab. 2006; 4:25–36. 10.1016/j.cmet.2006.04.01516814730

[38] Woldt E, Sebti Y, Solt LA, Duhem C, Lancel S, Eeckhoute J, Hesselink MK, Paquet C, Delhaye S, Shin Y, Kamenecka TM, Schaart G, Lefebvre P, et al. Rev-erb-α modulates skeletal muscle oxidative capacity by regulating mitochondrial biogenesis and autophagy. Nat Med. 2013; 19:1039–46. 10.1038/nm.321323852339PMC3737409

[39] Mayeuf-Louchart A, Thorel Q, Delhaye S, Beauchamp J, Duhem C, Danckaert A, Lancel S, Pourcet B, Woldt E, Boulinguiez A, Ferri L, Zecchin M, Staels B, et al. Rev-erb-α regulates atrophy-related genes to control skeletal muscle mass. Sci Rep. 2017; 7:14383. 10.1038/s41598-017-14596-229085009PMC5662766

[40] Yu JM, Wu X, Gimble JM, Guan X, Freitas MA, Bunnell BA. Age-related changes in mesenchymal stem cells derived from rhesus macaque bone marrow. Aging Cell. 2011; 10:66–79. 10.1111/j.1474-9726.2010.00646.x20969724PMC4339051

[41] Harper JM, Wilkinson JE, Miller RA. Macrophage migration inhibitory factor-knockout mice are long lived and respond to caloric restriction. FASEB J. 2010; 24:2436–42. 10.1096/fj.09-15222320219983PMC2887269

[42] Aoki N, Kimura S, Xing Z. Role of DAP12 in innate and adaptive immune responses. Curr Pharm Des. 2003; 9:7–10. 10.2174/138161203339250312570670

[43] Rovina RL, da Rocha AL, Marafon BB, Pauli JR, de Moura LP, Cintra DE, Ropelle ER, da Silva ASR. One Bout of Aerobic Exercise Can Enhance the Expression of *Nr1d1* in Oxidative Skeletal Muscle Samples. Front Physiol. 2021; 12:626096. 10.3389/fphys.2021.62609633597895PMC7882602

[44] Chen D, Mauvais-Jarvis F, Bluher M, Fisher SJ, Jozsi A, Goodyear LJ, Ueki K, Kahn CR. p50alpha/p55alpha phosphoinositide 3-kinase knockout mice exhibit enhanced insulin sensitivity. Mol Cell Biol. 2004; 24:320–9. 10.1128/MCB.24.1.320-329.200414673165PMC303335

[45] Pataky MW, Yu CS, Nie Y, Arias EB, Singh M, Mendias CL, Ploutz-Snyder RJ, Cartee GD. Skeletal muscle fiber type-selective effects of acute exercise on insulin-stimulated glucose uptake in insulin-resistant, high-fat-fed rats. Am J Physiol Endocrinol Metab. 2019; 316:E695–706. 10.1152/ajpendo.00482.201830753114PMC6580167

[46] Pingitore P, Romeo S. The role of PNPLA3 in health and disease. Biochim Biophys Acta Mol Cell Biol Lipids. 2019; 1864:900–6. 10.1016/j.bbalip.2018.06.01829935383

[47] Ajami M, Atashi A, Kaviani S, Kiani J, Soleimani M. Generation of an in vitro model of β-thalassemia using the CRISPR/Cas9 genome editing system. J Cell Biochem. 2020; 121:1420–30. 10.1002/jcb.2937731596028

[48] Tikkanen HO, Näveri HK, Härkönen MH. Alteration of regulatory enzyme activities in fast-twitch and slow-twitch muscles and muscle fibres in low-intensity endurance-trained rats. Eur J Appl Physiol Occup Physiol. 1995; 70:281–7. 10.1007/BF008650237649137

[49] Shimizu N, Yoshikawa N, Ito N, Maruyama T, Suzuki Y, Takeda S, Nakae J, Tagata Y, Nishitani S, Takehana K, Sano M, Fukuda K, Suematsu M, et al. Crosstalk between glucocorticoid receptor and nutritional sensor mTOR in skeletal muscle. Cell Metab. 2011; 13:170–82. 10.1016/j.cmet.2011.01.00121284984

[50] Rice KM, Manne ND, Gadde MK, Paturi S, Arvapalli R, Blough E. Differential regulation of apoptosis in slow and fast twitch muscles of aged female F344BN rats. Age (Dordr). 2015; 37:30. 10.1007/s11357-015-9767-z25813803PMC4375133

[51] Leeuwenburgh C, Gurley CM, Strotman BA, Dupont-Versteegden EE. Age-related differences in apoptosis with disuse atrophy in soleus muscle. Am J Physiol Regul Integr Comp Physiol. 2005; 288:R1288–96. 10.1152/ajpregu.00576.200415650125

[52] Marzetti E, Groban L, Wohlgemuth SE, Lees HA, Lin M, Jobe H, Giovannini S, Leeuwenburgh C, Carter CS. Effects of short-term GH supplementation and treadmill exercise training on physical performance and skeletal muscle apoptosis in old rats. Am J Physiol Regul Integr Comp Physiol. 2008; 294:R558–67. 10.1152/ajpregu.00620.200718003794

[53] Alway SE, Degens H, Krishnamurthy G, Chaudhrai A. Denervation stimulates apoptosis but not Id2 expression in hindlimb muscles of aged rats. J Gerontol A Biol Sci Med Sci. 2003; 58:687–97. 10.1093/gerona/58.8.b68712902526

[54] Dirks A, Leeuwenburgh C. Apoptosis in skeletal muscle with aging. Am J Physiol Regul Integr Comp Physiol. 2002; 282:R519–27. 10.1152/ajpregu.00458.200111792662

[55] Dirks AJ, Leeuwenburgh C. Aging and lifelong calorie restriction result in adaptations of skeletal muscle apoptosis repressor, apoptosis-inducing factor, X-linked inhibitor of apoptosis, caspase-3, and caspase-12. Free Radic Biol Med. 2004; 36:27–39. 10.1016/j.freeradbiomed.2003.10.00314732288

[56] Rice KM, Blough ER. Sarcopenia-related apoptosis is regulated differently in fast- and slow-twitch muscles of the aging F344/N x BN rat model. Mech Ageing Dev. 2006; 127:670–9. 10.1016/j.mad.2006.03.00516678239

[57] Azad M, Khaledi N, Hedayati M, Karbalaie M. Apoptotic response to acute and chronic exercises in rat skeletal muscle: Eccentric & sprint interval. Life Sci. 2021; 270:119002. 10.1016/j.lfs.2020.11900233417954

[58] Margaritelis NV, Theodorou AA, Chatzinikolaou PN, Kyparos A, Nikolaidis MG, Paschalis V. Eccentric exercise per se does not affect muscle damage biomarkers: early and late phase adaptations. Eur J Appl Physiol. 2021; 121:549–59. 10.1007/s00421-020-04528-w33156414

[59] Nourshahi M, Rostami S, Khodagholi F. Effect of Eight Weeks Sprint Interval Training on Myogenin Rate in Aged Rats Skeletal Muscle Tissue Maryam. Med J Tabriz Uni Med Sci Heal Serv. 2017; 39:76–82.

[60] Borselli C, Storrie H, Benesch-Lee F, Shvartsman D, Cezar C, Lichtman JW, Vandenburgh HH, Mooney DJ. Functional muscle regeneration with combined delivery of angiogenesis and myogenesis factors. Proc Natl Acad Sci U S A. 2010; 107:3287–92. 10.1073/pnas.090387510619966309PMC2840452

[61] Shefer G, Rauner G, Yablonka-Reuveni Z, Benayahu D. Reduced satellite cell numbers and myogenic capacity in aging can be alleviated by endurance exercise. PLoS One. 2010; 5:e13307. 10.1371/journal.pone.001330720967266PMC2953499

[62] Moritani T, Oddsson L, Thorstensson A. Activation patterns of the soleus and gastrocnemius muscles during different motor tasks. J Electromyogr Kinesiol. 1991; 1:81–8. 10.1016/1050-6411(91)90001-L20870497

[63] Lee M, Cho HS, Yoon KJ, Lee W, Moon HY. Exercise-induced changes of gene expression in the cerebellum of aged mice. Biochem Biophys Res Commun. 2020; 521:952–6. 10.1016/j.bbrc.2019.11.02431718796

[64] Bolstad B. preprocessCore: A collection of pre-processing functions. R package version 1.57.1, 2022. https://github.com/bmbolstad/preprocessCore.

[65] Gentleman AR, Carey V, Huber W, Hahne F. genefilter: methods for filtering genes from microarray experiments. 2013. https://www.yumpu.com/en/document/read/26666751/package-genefilter-bioconductor.

[66] Holland SM. Principal Component Analysis (PCA). 2019. https://strata.uga.edu/software/pdf/pcaTutorial.pdf.

[67] Vu VQ. ggbiplot: A ggplot2 based biplot. R package version 0.55, 755. 2011. https://rdocumentation.org/packages/ggbiplot/versions/0.55.

[68] Gu Z, Eils R, Schlesner M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics. 2016; 32:2847–9. 10.1093/bioinformatics/btw31327207943

[69] Oliveros JC. VENNY. An interactive tool for comparing lists with Venn Diagrams. 2007. http://bioinfogp.cnb.csic.es/tools/venny/index.html.

[70] Walter W, Sánchez-Cabo F, Ricote M. GOplot: an R package for visually combining expression data with functional analysis. Bioinformatics. 2015; 31:2912–4. 10.1093/bioinformatics/btv30025964631

How the deposited data were processed for this re-analysis (not part of the article)

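RNA was sequenced from the soleus (SOL) and gastrocnemius (GAS) of young control (YC), young exercised (YE), old control (OC) and old exercised (OE) mice, with 3 libraries per muscle and group and 24 libraries in all. Each library was assigned to its muscle, age, treatment and number from its label alone, and all 24 were used. SOL and GAS libraries of a group carry the same numbers, which are taken as 12 mice where a step needs the mouse.

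The authors aligned the reads to the mouse genome with HISAT2 2.1.0 and quantified genes with StringTie 1.3.4d. The processing notes also name other aligners without saying what each did. The deposited table covers 18795 genes and gives the FPKM that the authors obtained for each gene and library. It also gives log2 values that the authors made by adding 1 to the FPKM, taking log2 and quantile normalizing the 24 libraries together. The deposited comparisons of SOL with GAS hold a signed linear fold, in which the authors wrote values under 1 as minus their inverse, unadjusted p-values, Benjamini-Hochberg adjusted p-values, a test statistic as a score, and group means on the log2 scale. Read counts were not used here, so the depth of a library in reads is unknown and no counting interval can be given. A relative depth was therefore estimated from the smallest FPKM above 0 in each library, and it ran from 0.890 to 1.05 in SOL and from 0.888 to 1.34 in GAS.

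The normalization was checked by repeating it: the recomputed values were within 5e-09 of the deposited log2 values. Gene symbols damaged by a spreadsheet were restored for 25 genes from their gene IDs, of which 18758 were found in the GRCm38.p6 annotation. Positions of genes come from that annotation.

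Within a muscle, OC/YC, YE/YC and OE/OC were compared with limma 3.58.1 in R 4.3.3, with an intensity trend, in a fit of the 12 libraries of that muscle. SOL was compared with GAS in YC and in OC in a fit of all 24 libraries, which also gave the differences between the muscles in the effect of age and of exercise. All tests are two-sided and without a block, and adjusted p means Benjamini-Hochberg over the 18795 genes. Genes at the thresholds of the paper (unadjusted p under 0.05 and a fold change over 1.5 within a muscle or over 2 between muscles) were counted from the same fits and are called DEGs. A gene past the test is said to have risen, fallen or changed. On simulated data with 200 changed genes, 198 genes were called for SOL OC/YC, 18 of them unchanged, 159 for GAS OC/YC, 4 of them unchanged, and 183 for SOL YC/GAS YC, 7 of them unchanged. At a 4-fold change 98.5% of the genes were recovered for SOL OC/YC and for GAS OC/YC. The simulated genes varied independently, and genes with low mean values were never among those changed, so real libraries may recover fewer.

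Gene lists were written from general knowledge before the files were seen, 23 in all, since the members of the hallmark sets, GO terms and KEGG pathways are not in the files. They cover apoptosis and its core machinery, myogenesis and its regulators, slow and fast contractile genes, fatty acid oxidation, glycolysis and glycogen, branched-chain amino acid degradation, insulin and glucagon signalling, collagen and matrix, interferon, macrophages, adipocytes, and denervation and atrophy, among others. Lists were tested with camera of limma with a preset correlation between genes of 0.01, adjusted over the 23 lists, and again with the correlation estimated from the data and with the rotation test fry of limma. Enrichment scores were computed with fgsea 1.28.0 on the signal-to-noise ratio, with genes permuted. Principal components were computed on the log2 values, centred and not scaled, and their scores compared by exact permutation. For comparisons that share the OC libraries, 100 simulations of unchanged groups gave the values that sharing alone produces.

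The rule for the genes named in the text was fixed before the values were seen. It takes every gene that the paper names in its results, its discussion of these data, Tables 1-3 or Figures 2-4, whose values in the paper had been read, then per comparison the 10 largest rises and the 10 largest falls among genes at an adjusted p under 0.05 whose replicates do not overlap, if annotated with a symbol, then per list used up to 4 members with the smallest adjusted p. Other genes are marked where they appear.

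The alternatives were an equal-variance t-test of each gene (the paper states an independent t-test and not its form), limma on only the libraries compared, a pseudocount of 0.1, a filter on genes with an FPKM of at least 1 in 3 libraries, values without quantile normalization, each replicate left out in turn, the mouse or the number as a block, old against young with control and exercised mice pooled, other lists and list tests, and other genes and scalings for the principal components. An unequal-variance test, quantile normalization within a muscle, and fits without GAS OE replicate 3 were added after the data were seen. Reads were not realigned, as none are in the files, and the phenotypes of the mice, the GO terms and the KEGG pathways were left out for lack of data.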

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

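The tests of muscle regeneration in GAS OE replicate 3 and of blood by Alas2 were chosen only after the results were seen.

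The effect of age differed between SOL and GAS for 45 genes at an adjusted p under 0.05, by the limma test of the difference itself. At an unadjusted p under 0.05 there were 1767, where 940 would pass by chance. The effect of exercise in old mice differed between the muscles for 5 genes by the same test. At an unadjusted p under 0.05 there were 641, fewer than the 940 that would pass by chance. Another split of the old mice also gave 5 genes. Of the 45 genes for age 38 had a mean log2 value under 1, and of the 5 for exercise 4 did. The counts of 45 and 5 change when single libraries are left out, up to 136 for age without GAS YC replicate 3 and up to 9 for exercise without SOL OE replicate 1.

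The list of denervation and atrophy genes, which the paper does not discuss, stood higher in GAS OC than in GAS YC by its own test. The 22 genes averaged a log2 fold change of 0.57 in GAS OC/YC (camera, adjusted p = 2.02e-09; adjusted p = 0.00949 with an estimated correlation; fry, adjusted p = 0.000825), and 18 of the 22 genes were above 0. In GAS 1 of them, Dkk3, passed over all genes, a call lost without GAS YC replicates 1 or 3 or GAS OC replicate 4 (adjusted p = 0.135, 0.0564 and 0.0711), and 10 passed when adjusted over the list alone. In GAS OC/YC the lists of macrophage and MHC class II genes and of slow contractile genes also averaged above 0, at 0.45 (camera, adjusted p = 6.31e-11; adjusted p = 0.413 with an estimated correlation) and 1.74 (camera, adjusted p = 4.39e-05; adjusted p = 0.413 with an estimated correlation). The denervation list itself stood higher in SOL YC than in GAS YC (ES 0.611, gene permutation adjusted p = 0.0254). In SOL OC/GAS OC its ES was 0.364 (gene permutation adjusted p = 0.689). Whether its rise in GAS follows the share of slow tissue in the pieces was not tested. In SOL OC/YC the denervation list averaged 0.05 (camera, adjusted p = 0.266). The age effect in SOL minus that in GAS averaged -0.52 (camera, adjusted p = 4.13e-06; adjusted p = 0.00928 with an estimated correlation; fry, adjusted p = 0.00526), so the difference between the muscles passed in its own test, with 1 gene lower over all genes and 6 when adjusted over the list alone. Of these genes 7 are also in the myogenesis list. In GAS OE/OC the list averaged -0.20 (camera, adjusted p = 0.0288; adjusted p = 0.372 with an estimated correlation), a call lost without GAS OC replicates 4 or 5 or GAS OE replicates 1 or 2 (adjusted p = 0.0907 to 0.201). No explanation was tested for it.

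Hemoglobin genes swung in opposite directions between groups, as Hba-a1 and Hba-a2 did in GAS with exercise. Blood left in the muscle would move the sum of the hemoglobin genes with Alas2, another gene of red cells, and their Spearman correlation was 0.874 over the 12 SOL and 0.930 over the 12 GAS libraries (permutation p = 0.000440 and 8.00e-05; correlation 0.492 and 0.935), which is consistent with blood for the sums and says nothing of single copies, as 1 copy held over 90% of the beta sum in 21 of the 24 libraries. An effect of exercise on hemoglobin would move the sums, and the sums of exercised and control mice overlapped in 8 of the 8 comparisons. The sums varied widely within a group, as from 4.20 to 121 FPKM for beta in SOL OC, so this overlap cannot exclude an effect. Reads shared between copies, if they were the whole cause, would leave the sum nearly constant. The log2 range of the sum was 58.7% of that of the copy that swings most for alpha and 70.2% for beta. The amount of blood would also move the sum, so this range cannot exclude a division of reads between copies. The opposite directions of single copies stay open, and the division of reads between copies may account for them, as 74.5% of the 100-base windows of Hba-a2 also occur in Hba-a1.

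Genes of slow fibers varied widely between GAS libraries, with a mean log2 value of 1.97 in GAS YC replicate 2 and 6.09 in GAS OE replicate 1. If the GAS pieces held different shares of slow or SOL tissue, other genes high in SOL would move along. The 100 genes used were those highest in SOL against GAS in the young and old controls of these same data. Genes of the contractile, myogenesis and collagen lists were left out. The GAS controls that helped to choose the genes are among the 12 libraries compared. Within groups the mean of these 100 genes had a correlation of 0.928 with the slow contractile list (Spearman 0.846, permutation p = 1e-05, the smallest the draws can give). The correlation was 0.905 without the 2 libraries farthest from the median. That is consistent with a different share of slow fibers in the pieces, either from where the tissue was taken or from the fibers of each mouse, and these cannot be told apart here. The mean was 5.23 ± 0.89 in 6 old and 4.00 ± 1.39 in 6 young mice (SD; exact permutation test, p = 0.102), so an effect of age stays open. In GAS OC/YC the slow list averaged a log2 fold change of 1.74 (camera, adjusted p = 4.39e-05; adjusted p = 0.413 with an estimated correlation), and 0.92 without GAS YC replicate 2 and 2.83 without GAS YC replicate 3.

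GAS OE replicate 3 stands apart from the other 11 GAS libraries. Its deviation from their median had a Spearman correlation of 0.724 with GC content over 10436 genes, against at most 0.291 in size in the others, and correcting for GC content lowered the SD of the deviation from 0.368 to 0.266, below the 0.294 of the highest other library. Its relative depth of 1.34 also lies above theirs, which reach 1.22, while its adipocyte list lies lower by 2.30 of their SDs (-2.30) and no list of other cell types lies higher by more than 1.09 SDs. After the GC correction its mean of the myogenic regulators still lay 0.0684 above the highest other library, so regeneration in this mouse is not excluded. A GC bias of the library is a candidate explanation for part of the distance, and its depth, which was not corrected for, may add to it. A different make-up of the tissue piece stays open beside them.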

How the results depend on the processing

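The unequal-variance test, the normalization within a muscle, the fits without GAS OE replicate 3 and 3 of the settings for the principal components (pseudocount, filter, no quantile normalization) are tests chosen only after the data were seen. For the 40 results that answer a comparison, 480 values under an alternative kept their direction and their side of the threshold, 138 moved by more than the spread or 1.5 times, 23 reversed, 9 lost and 7 gained the threshold. For the genes and other lists named in the text, 2143 kept both, 298 lost and 35 gained the threshold, and 1 reversed, the interferon list in SOL YE/YC, which ran from -0.0223 to 0.48 with 1 library left out. Where none is given below, the cause was not tested. With the equal-variance test, SOL OC/YC and GAS OC/YC had 1 gene each at an adjusted p under 0.05, SOL OE/OC 3, GAS OE/OC 0, SOL YC/GAS YC 4784, and the differences between the muscles 16 for age and 1 for exercise in young mice, with 33 DEGs in SOL YE/YC and 22 in GAS YE/YC. With only the libraries compared, which leaves fewer samples for the spread, the counts were 8 in SOL OC/YC, 4 in GAS OC/YC, 0 in GAS OE/OC and 9 for the difference in old mice. The filter on low FPKM, which tests fewer genes, gave 18 in GAS OC/YC, 1 in SOL YE/YC, 0 in SOL OE/OC, 14 and 1 for the differences of age and of exercise in old mice, and a PC1 of 71.0%. A pseudocount of 0.1 gave 18 in GAS OC/YC, 0 in SOL OE/OC and 22 for the difference of age, and raised the DEGs to 982 in SOL OC/YC, 642 in GAS OC/YC, 316 in SOL YE/YC, 220 in GAS YE/YC, 191 in SOL OE/OC, 201 in GAS OE/OC, 2194 in SOL YC/GAS YC and 2156 in SOL OC/GAS OC, with 154 common DEGs in OC/YC, PC1 at 54.2% and PC2 at 6.37%, and means of 0.00501 for apoptosis in SOL OE/OC and 0.00412 for myogenesis in GAS OE/OC. Without quantile normalization there were 26 genes in GAS OC/YC, 0 in SOL OE/OC and 1 in SOL YE/YC, PC1 was 71.1% and PC2 5.32%, apoptosis in SOL OE/OC averaged 0.00361 and myogenesis -0.00910 in SOL OE/OC and 0.0865 in GAS YE/YC (camera, lower in YE, adjusted p = 0.0285). With 6 old against 6 young mice 2247 genes passed in SOL and 384 in GAS. The unequal-variance test gave 0 genes in SOL OC/YC, GAS OC/YC, GAS YE/YC, SOL OE/OC and GAS OE/OC, 2128 in SOL YC/GAS YC and 4300 in SOL OC/GAS OC, 119 DEGs in GAS OC/YC, 29 in SOL YE/YC, 16 in GAS YE/YC and 16 in GAS OE/OC, and 26 common DEGs in OC/YC. With normalization within the muscle, 0 genes passed in SOL OE/OC, and with the unequal-variance test added 0 in SOL OC/YC, GAS OC/YC, GAS YE/YC, SOL OE/OC and GAS OE/OC, with 119 DEGs in GAS OC/YC, 31 in SOL YE/YC, 13 in GAS YE/YC and 13 in GAS OE/OC. Common DEGs of OC/YC were 0 at an adjusted p under 0.05 in both muscles (limma) and 8 at a fold change over 2. The genes of the Figure 1A screen gave a PC1 of 84.3% and a PC2 of 3.41%, genes scaled to unit variance 36.3% and 8.22%, and leaving out GAS OE replicate 3 71.1% and 5.70%. With the estimated correlation, these lists of SOL against GAS did not pass. Fatty acid oxidation averaged 1.49 in young and 1.05 in old controls (adjusted p = 0.175 and 0.475). Glycolysis averaged -1.20 and -1.12 (0.165 and 0.147) and branched-chain amino acids 0.54 and 0.36 (0.291 and 0.830). With fry these lists stayed past the threshold. Myogenesis in SOL YE/YC did not pass with the estimated correlation at -0.11 (0.20). It also missed with fry at -0.11 (0.0908) and with the myogenic regulators at -0.0611 (0.0586). Those regulators averaged 0.0434 in SOL OC/YC, and the core apoptosis list -0.0253 in GAS OC/YC, -0.0121 in GAS YE/YC and -0.0588 in SOL OC/YC (0.0490). In GAS OC/YC the ES of the myogenic regulators was 0.615 (gene permutation adjusted p = 0.0592). The ES was 0.245 for apoptosis in SOL OE/OC and, for myogenesis, 0.267 in GAS OE/OC, -0.244 in GAS YE/YC, -0.148 in SOL OE/OC and -0.381 in SOL OC/YC (adjusted p = 0.0219). With 1 library left out, genes at an adjusted p under 0.05 ran from 292 to 837 in SOL OC/YC, 9 to 30 in GAS OC/YC (55 without GAS OE replicate 3), 4 to 20 in SOL YE/YC, 6 to 15 in GAS YE/YC, 2 to 11 in SOL OE/OC, 5 to 13 in GAS OE/OC, and for the differences 25 to 136 for age, 0 to 5 and 3 to 9 for exercise in young and old mice. The DEGs ran from 148 to 405 in GAS OC/YC, 48 to 122 in SOL YE/YC, 31 to 209 in GAS YE/YC and 28 to 104 in GAS OE/OC, the common DEGs of OC/YC from 32 to 50, apoptosis from -0.0920 to -0.0281 in SOL OC/YC, 0.0363 to 0.0802 in GAS OC/YC, -0.0436 to -0.00978 in GAS OE/OC, -0.0521 to 0.0118 in SOL YE/YC, -0.00802 to 0.0313 in GAS YE/YC and -0.0100 to 0.00812 in SOL OE/OC, and myogenesis from 0.0406 to 0.19 in GAS OC/YC, -0.0479 to 0.11 in GAS YE/YC, -0.0247 to 0.0336 in SOL OE/OC and -0.0455 to 0.0339 in GAS OE/OC. By camera apoptosis passed in SOL OC/YC without SOL YC replicate 3 (adjusted p = 0.0432) and in GAS OC/YC without GAS YC replicate 3 or GAS OC replicate 3 (0.0211 and 0.0470), and myogenesis, lower in YE, in GAS YE/YC without GAS YC replicate 2 (0.0149). The slow list in GAS OC/YC ran from 0.92 to 2.83. The paper gives 3 mice per group, all sequenced, and does not say that the numbers shared by SOL and GAS libraries mark a mouse. The deviations of the 6 young pairs of the same number had correlations from 0.0870 to 0.358, and each SOL library was most like the GAS library of its own number. In the 6 old pairs they ran from -0.0345 to 0.124, and 1 was. With the mouse as a block (correlation 0.0699), 1 gene passed for the difference of exercise in young mice, and no other call changed. With the number as a block over YC and YE, whose same-numbered libraries had correlations from -0.303 to 0.125, GAS YE/YC had 0 genes and 207 DEGs and apoptosis averaged 0.0508 there (camera, adjusted p = 0.0399). Alternatives for read counts were not run, as the table gives FPKM, so depth and the precision it sets are unknown.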

Differences from the paper's values

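The settings tried for these counts were an equal-variance test of each gene, only the libraries compared, a pseudocount of 0.1, a filter on low FPKM, values without quantile normalization, each replicate left out, the number as a block for YE/YC, and 6 old against 6 young mice for OC/YC, all set before the data were examined. The tests with an unequal variance and with normalization within a muscle were chosen after the values were seen. A count is said to come within the paper's value where neither is more than 1.5 times the other. All counts are at the thresholds that the paper states, an unadjusted p under 0.05 and a fold change over 1.5. Where the deposited values are said to give a count, it comes from the limma fit of the 12 libraries of a muscle. The paper states an independent t-test of each gene, so the test differs as well.

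For GAS OC/YC the paper gives 119 DEGs, 71 of them upregulated, and the deposited values gave 200 and 134. Both come within the paper's values with the equal-variance test, without GAS YC replicate 1, GAS YC replicate 2 or GAS OC replicate 4, and with 6 against 6 mice, and not under the others. Without GAS YC replicate 1, for example, there were 148 DEGs.

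For SOL YE/YC the paper gives 31 DEGs, 11 upregulated and 20 downregulated, and the deposited values gave 68, 30 and 38. The total and the upregulated genes come within the paper's values only with the equal-variance test, and the downregulated genes with that test, with only the libraries compared and without SOL YC replicate 1. For GAS YE/YC the paper gives 13, 7 and 6, and the deposited values gave 39, 21 and 18. No setting set beforehand brings the total within the paper's value, the equal-variance test alone does so for the upregulated genes, and leaving out the quantile normalization alone for the downregulated genes. In either muscle the paper counts 42 DEGs, 2 of them common, and the deposited values gave 99 and 8. Both come within the paper's values with the equal-variance test, at 53 and 2, and under no other of these settings.

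For SOL OE/OC the paper gives 10 downregulated DEGs and the deposited values gave 17. This comes within the paper's value with the equal-variance test, without quantile normalization and without SOL OC replicate 5, and not under the others. For GAS OE/OC the paper gives 13 DEGs, 6 upregulated and 7 downregulated, and the deposited values gave 30, 12 and 18. No setting set beforehand brings the total or the downregulated genes within the paper's values, and leaving out the quantile normalization alone does so for the upregulated genes. In either muscle the paper counts 30 DEGs in OE/OC and the deposited values gave 56, which comes within the paper's value only with the equal-variance test, at 40. For OC/YC the paper lists 7 common DEGs that are upregulated in both muscles and the deposited values gave 17, which comes within the paper's value with the equal-variance test, at 9, and without GAS OC replicate 4, at 10, alone.

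Quantile normalization within the muscle with an unequal-variance test of each gene, chosen after seeing the values, reaches all of these counts of the paper and drops 0 of the genes in its Tables 1-3. The unequal-variance test alone, also chosen after seeing the values, gives 119 DEGs for GAS OC/YC, 43 and 33 in either muscle for YE/YC and OE/OC, 2 common DEGs for YE/YC and 6 upregulated in both muscles for OC/YC, and drops 4 of the 29 genes of Table 1 and 0 of Tables 2 and 3.

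Of the 29 genes of Table 1, 24 are DEGs in both muscles here. Cd209f is not, and is called with a pseudocount of 0.1, without SOL YC replicate 3, without SOL OC replicate 3 and, chosen after the values were seen, with normalization within the muscle, which drops 2 of the 29 genes. Cidea is called with the equal-variance test, with only the libraries compared, with a pseudocount of 0.1 and, chosen after the values were seen, with the unequal-variance test. Htatip2 is called with a pseudocount of 0.1, with 6 against 6 mice, without GAS YC replicate 2, GAS YC replicate 3, GAS OC replicate 3 or GAS OC replicate 5 and, chosen after the values were seen, with normalization within the muscle. Rian is called with a pseudocount of 0.1, with 6 against 6 mice, without SOL YC replicate 1, SOL YC replicate 2 or SOL OC replicate 4 and, chosen after the values were seen, with normalization within the muscle. Cd74 is called only with normalization within the muscle and the unequal-variance test, which was chosen after the values were seen. Pik3r1 in YE/YC and Pnpla3 in OE/OC are called with the equal-variance test, with only the libraries compared, with the filter on low FPKM and, chosen after the values were seen, with the unequal-variance test.

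The paper states that Cd74 and Tyrobp alone had opposite patterns with age. Here Tyrobp is among the 3 shared DEGs with opposite directions, with Cilp and Hbb-b1. The fold changes of Cd74 also have opposite signs. For exercise the paper has Nr1d1 and Pik3r1 as the shared genes of young mice, and Nr1d1 is among the 8 here. For the gene sets, the ES lay on the side that the paper gives in all 10 comparisons of the apoptosis and myogenesis lists. The paper takes p under 0.05 and an FDR under 0.25 as its criterion, read here as the gene permutation p and its adjusted p over 23 lists. Of the 7 that the paper reads as enriched, those of myogenesis in SOL OC/YC (p = 0.00381, adjusted p = 0.0219) and SOL YE/YC (p = 0.000183, adjusted p = 0.00161) and of apoptosis in GAS OC/YC (p = 0.0300, adjusted p = 0.0985) met it here, the last without passing at an adjusted p under 0.05, and those of apoptosis in GAS OE/OC (adjusted p = 0.997) and of myogenesis in GAS YE/YC (0.996), GAS OE/OC (0.851) and SOL OE/OC (1.00) did not.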

Other observations

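The repeated draws of old against young groups below belong to comparisons planned before the data were examined, and none of these tests was chosen after the result was seen.

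The counts were set against those from other ways to divide the same libraries. With 3 libraries against 3 there are 10 splits, the real one included, which are too few for a share under 0.05. For genes at an adjusted p under 0.05, the real count and the highest other were 820 and 4 in SOL OC/YC (1 split as large, the real one), 8 and 5 in GAS OC/YC (1), 0 and 3 in SOL YE/YC (10), 3 and 4 in GAS YE/YC (5), 1 and 2 in SOL OE/OC (3), 3 and 3 in GAS OE/OC (3), 7198 and 1 in SOL YC/GAS YC (1) and 7026 and 2 in SOL OC/GAS OC (1). For the differences between the muscles they were 45 and 1 for age (1), 0 and 2 for exercise in young mice (10) and 5 and 5 for exercise in old mice (2). At the thresholds of the paper, the real count and the highest other were 264 and 90 DEGs in SOL OC/YC (1), 200 and 166 in GAS OC/YC (1), 68 and 94 in SOL YE/YC (3), 39 and 274 in GAS YE/YC (4), 28 and 25 in SOL OE/OC (1), 30 and 52 in GAS OE/OC (7), 1135 and 161 in SOL YC/GAS YC (1) and 1070 and 20 in SOL OC/GAS OC (1). The split of the GAS YE and YC libraries with 274 DEGs, several times the real count, points to a structure of these samples that is not the exercise. With control and exercised mice pooled, 6 old against 6 young libraries gave 2247 genes at an adjusted p under 0.05 in SOL and 384 in GAS. Among 100 drawn splits for each muscle, the real one included, only the real one gave as many (1 in SOL and 1 in GAS). The highest others were 5 and 2, so a share under 0.05 of the drawn splits gave counts this large.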
